# A crosstalk between tumor cells and adipocytes facilitates tumor cell migration and invasion

**DOI:** 10.7150/ijbs.117604

**Published:** 2026-03-04

**Authors:** Laura Garrido-Jiménez, Beatriz del Valle-Pérez, Javier Pastor, Élida Alechaga, Aleix Sala-Vila, Óscar J. Pozo, Raúl Peña, Antonio García de Herreros

**Keywords:** cancer-associated adipocytes, tumor cell migration, reactive oxygen species

## Abstract

Cancer cell invasion is modulated by their interaction with the tumor microenvironment (TME). In this article we have analyzed the cooperation of one of the TME cellular components, adipocytes, and breast tumor cells. Co-culture of these two types of cells increase tumor cell invasion and migration. This effect is associated to the de-differentiation of adipocytes that lose lipids and experience a transition to a mesenchymal phenotype. Furthermore, tumor cells are activated by adipocytes and undergo a partial epithelial-to-mesenchymal transition (EMT), which is characterized by a slow upregulation of Snail1. While partial EMT and increased migration both require fatty acid internalization, the adipocyte effect in our system does not rely on direct fatty acid transfer; instead, the tumor cells take these compounds directly from the culture medium. Moreover, adipocytes stimulate tumor cell metabolism by increasing glucose consumption and the production of reactive oxygen species (ROS); this metabolic shift is associated with the upregulated expression of NADPH oxidases (NOX) 1 and 5. Accordingly, a NOX inhibitor or NOX1 down-regulation prevents adipocyte-enhanced ROS generation, Snail1 expression and tumor cell migration. These results show that a bidirectional crosstalk between the two types of cells drives adipocyte dedifferentiation and tumor cell migration and invasion.

## Introduction

Breast cancer is the most prevalent neoplasia among women worldwide 1. Epidemiological evidences have associated obesity with increased incidence, progression and metastasis of many human cancers including breast tumors 2-3. Obesity is characterized by a higher number and size of adipocytes; therefore, these cells have been proposed to contribute to breast cancer progression 2-3. Adipocytes are key constituents of the tumor microenvironment in breast cancer and other malignancies. In these cancers, adipocytes situated in close proximity to tumor cells exhibit marked changes in both their phenotype and functionality and, therefore, have been named as cancer-associated adipocytes (CAAs) 4. Histological examinations of solid tumors consistently reveal a reduction in both the number and the size of adipocytes found at the tumor's invasive edge when compared to adipocytes situated in farther regions from the tumor 5.

CAAs display distinct characteristics compared to normal adipocytes, for instance, reduced lipid content, decreased expression of adipocyte markers, and increased synthesis of cytokines 6-7. For instance, CAAs present lower hormone-sensitive lipase, adiponectin and resistin, and also CEBPα (CCAAT/enhancer-binding protein alpha) and PPARɣ (peroxisome proliferator-activated receptor), associated to a decrease in the number and size of lipid droplets 7-8. Moreover, CAAs also show an activated phenotype characterized by an increase expression of pro-inflammatory cytokines such as IL-6 (interleukin-6), IL-1 (interleukin-1) and TNFα (tumor suppressive factor alpha), as well as proteins involved in extracellular matrix remodeling, like matrix metalloproteinase 11 6, 9. Adipocyte activation can be triggered by co-culture with tumor cells. Several growth factors and cytokines have been proposed to mediate this effect 8, 10; it is likely that the precise factor might depend on the specific tumor cell 11. Another factor that might contribute to adipocyte dedifferentiation is the acidification in tumor microenvironment; it has been reported that a decrease in the pH of culture medium promotes lipolysis 12.

CAAs also contribute to tumor invasion. This has been attributed to the release of free fatty acids that are taken up by cancer cells and used by cancer cells for energy production, cell membrane formation, and the synthesis of lipid bioactive molecules 8, 11, 13-14. Moreover, CAAs secrete a variety of metabolites, hormones and cytokines, and some of them have been identified as contributors to tumor progression.

In this work we have set a co-culture of adipocytes and breast tumor cells and analyzed the requirements for adipocytes-stimulated breast tumor migration. We described how a cross-talk between both types of cells is established and show that adipocytes dedifferentiate in presence of tumor cells to facilitate tumor cell activation and migration.

## Materials and Methods

**Cells and Reagents.** AT3 and BTE136, both cell lines derived from MMTV-PyMT murine tumors 15, 16, and the human mammary adenocarcinoma cell lines MCF7 and SKBR3 were grown in Dulbecco's modified Eagle's medium (DMEM, Invitrogen) supplemented with 4.5 g/l of glucose, 100 U/ml penicillin, 100 μg/ml streptomycin, 2 mM glutamine, and 10% fetal bovine serum (FBS) (all from Gibco). All cell lines were maintained at 37°C in a humidified with 5% CO_2_ and were periodically tested to verify that they remained mycoplasma-free. 3T3L1 were kindly provided by Dr. Antonio Zorzano (IRB Barcelona) and differentiated to adipocytes following a standard procedure on gelatin-coated plates. Cells were plated at a concentration of 2.5 x 10^5^ cells per well, in 6-well plates, or 3 x 10^4^ cells per well, in 24-well plates, and cultured for a day. Differentiation was induced by the addition of DMEM (4.5 g/l of glucose) supplemented with 10% FBS, 0.5 mM isobutyl-methyl-xanthine (I5879, Sigma-Aldrich), 0.2 µM dexamethasone (D4902, Sigma-Aldrich) and 10 μg/ml insulin (I1882, Sigma-Aldrich). The differentiation medium was added when cells reached confluence and replenished every three days for a period of 10-12 days.

Cell transfection and selection of transfectants. Murine shRNAs for Nox1 were obtained from Sigma (St. Louis, MO, USA): shNox1.2, TRCN0000046084 (5'-CCGCACACTGA GAAAGCAATT-3'), shNox1.3, TRCN0000046085 (5'-CCAAGGTTGTTATGCACCCAT-3'), and shNox1.4, TRCN0000046085 (5'-GAACAGGAGATGGAGGAATTA-3'). For stable expression, AT3 cells were infected with lentiviral particles containing the shRNA. Infected cells were selected with puromycin at 1μg/ml. Control cells were infected with lentivirus bearing a non-targeting shRNA (clone SHC016; Sigma). Downregulation of the Nox1 was analyzed by RT-PCR. Studies on the effect of Nox1 depletion were performed with shNox1 (1.4) that produced the most consistent effect on Nox1 levels.

Other reagents used in this study were: Atglistatin (Sigma-Aldrich, SML1075), Etomoxir (Selleckchem, 236020), BMS-309403 (MedChemExpress, HY-101903), NOX inhibitor diphenyleneiodonium (D2926, Sigma-Aldrich), LIF (Millipore, ESG1107), IL6 (Peprotech, 216-16), TGFβ (Peprotech, 100-21), N-acetyl cysteine (NAC, Sigma-Aldrich, A9165), Tocopherol (Sigma-Aldrich, T3251), and Trolox (Thermo, 10454155). Fatty acids myristic acid (14:0, ref M3128-10G), pentadecanoic acid (15:0, ref W433400), palmitic acid (16:0, ref P9677), palmitoleic acid (16:1n7, ref P9417), heptadecanoic acid (17:0, ref H3500) and oleic acid (18:1n9, ref O1008) were purchased from Sigma-Aldrich.

**Lipid staining**. Neutral lipids staining was performed with Oil Red O (ORO) or BODIPY staining. For ORO staining, culture medium was removed, cells were washed twice with cold PBS and fixed with 4% paraformaldehyde for 15 min at room temperature. Then PFA was removed and cells were washed twice with cold PBS and a filtered solution 60% Oil Red O (01391, Sigma-Aldrich) was added for 15 min. Cells were washed with cold PBS until Oil Red O solution was completely removed and random pictures were taken using an Inverted Microscope AxioVert A1 (491237-0002-000, Carl Zeiss). The ORO stained area was determined using ImageJ software. Red color was selected by using Color Threshold tool (Hue 20-235, pass selected), and the percentage of selected area was obtained for each image. Alternatively, BODIPY 493/503 (D3922, Invitrogen) was added to a final concentration of 1 µg/ml in PBS for 10 min at 37°C. Random pictures were taken using an Inverted Microscope AxioVert A1 (491237-0002-000, Carl Zeiss) with the appropriate fluorescence filter and lipid droplet positive and lipid droplet negative cells were counted using Qupath software.

**Adipocyte-tumor cells coculture**. Approximately 5 x 10^5^ 3T3L1 cells were differentiated in 6-well plates. After 10-12 days of differentiation, 7 x 10^5^ tumor cells (AT3, BTE136 or MCF7 cells) were seeded on top of 8 µm Transwells (782746, BRAND) in DMEM (10% FBS) for three days. Alternatively, tumor cells were treated with conditioned media of adipocytes. Adipocyte conditioned media (CM) was obtained from differentiated 3T3L1 cell line. After 10-12 days, differentiation media was removed, cells were washed once with PBS and DMEM plus 1% FBS was added; CM was recovered after 48 hours. Tumor cells CM was prepared in the same way from 5 x 10^5^ (80% confluent) cells. CM was used fresh or stored at -80°C until use.

**Determination of palmitic acid uptake by adipocytes and tumor cells**. The determination of ^13^C-labelled palmitic acid was performed following a previously published method 17. Briefly, cells were labelled by incubation with 250 μM ^13^C-labelled palmitic acid (^13^C16, MedChem Express, HY-N0830S6) in regular culture medium during three days. In some specific experiments ^13^C-palmitic acid-labelled adipocytes were incubated with MCF7 cells for three additional days and presence of this labelled fatty acid was determined in both cell extracts. Cells were washed twice with PBS and cell extracts were prepared in sodium dodecyl sulfate (SDS) lysis buffer (50 mM Tris pH 7.5, 10% Glycerol, 2% SDS) (approximately 5 x 10^5^ cell in 200 μl of buffer). Protein concentration was determined and an aliquot of 50 μl of the extract was derivatized using 300 μl of a freshly prepared mixture of o-benzylhydroxylamine, 1 M in acetonitrile:water (2:1) and N-(3- dimethylaminopropyl)-N′-ethylcarbodiimide 1 M in water:pyridine:HCl, (16:1.6:1; pH 5.0). The reaction was conducted at room temperature for 1 hour, under continuous gentle mixing. Then, after addition of 1 ml of ultrapure water, a liquid-liquid extraction was performed with 4 ml of ethyl acetate. The organic layer containing the derivatized ^13^C-labelled palmitic acid was dried under a nitrogen stream (< 15 psi) in a 40ºC water bath. Finally, the extracts were reconstituted with 200 µl of pure methanol and transferred to liquid chromatography-mass spectrometry vials for analysis. For quantitation of ^13^C-labelled palmitic acid, calibration standards at 0, 100, 250, 500 and 1000 ng/ml were prepared following the same procedure and analyzed with the culture samples.

Liquid Chromatography with tandem mass spectrometry (LC-MS/MS) analysis was performed on an Acquity I-Class UPLC system (Waters Associates) coupled to a triple quadrupole (Xevo TQ-S micro) mass spectrometer with an orthogonal Z-spray-electrospray interface (ESI) (Waters Associates, Milford, MA, USA). Nitrogen 99.99% was used as drying and nebulizing gas, and argon 5.0 as collision gas. Source was kept at 150ºC and the desolvation gas was set at a flowrate of 1200 l/h and a temperature of 600ºC, whereas the cone gas was set at 50 l/h. Positive ionization mode was used with a capillary voltage of 3 kV. The chromatographic separation was carried out on an Acquity BEH C18 column (Waters Associates, 2.1x100 mm, 1.7 µm) with a mobile phase composed of a mixture of methanol and water, both with 1 mM ammonium formate and 0.01% formic acid. The injection volume was 10 µl. The following selective transitions for both labelled and unlabeled palmitic acid were acquired by a Selected Reaction Monitoring (SRM) method: 378>124 and 378>91 for ^13^C_16_-palmitic acid, and 362>124 and 362>91 for natural palmitic acid. These SRM transitions allowed the detection of ^13^C-labelled palmitic acid without any interference from the natural palmitic acid present in the samples, regardless of their concentration. Calibration curves for ^13^C_16_-palmitic acid were constructed by 1/x weighted least squares linear regression of the peak areas of labelled palmitic acid. MassLynx software V4.1 and TargetLynx XS were used for data acquisition and processing.

**Total RNA-sequencing**. RNA was obtained from differentiated 3T3L1 and MCF7 co-cultured in Transwells and quantified as indicated in Suppl Methods. RNA integrity was estimated by using RNA 6000 Nano Kit (NC1783726, Agilent) and ADNds Qubit (Invitrogen). RNA amount oscillated between 1.978 µg and 3.104 µg and RIN values between 8.7 and 10. RNA-seq libraries were prepared with mRNA-Seq Illumina Platforms Kit (Roche) following the manufacturer's recommendations. The libraries were sequenced on a NovaSeq 6000 S1 (Illumina) with a read length of 2×50 bp. 6000 SBS kit (Illumina) obtaining >30M PE reads/sample. Sequencing quality control was assessed using the manufacturer's software (Illumina Sequencing Analysis Viewer). Differential expression was analyzed by Limma Voom. A complete list of the genes induced in the different conditions has been deposited in NCBI's Gene Expression Omnibus (GEO) (GSE273442, token ahmfwawajjulhov). Gene set enrichment analysis was performed with GSEA (v4.1.0) software against April 2021 datasets. Datasets were considered statistically positive when FDR > 25% and P value < 0.05.

**SEAHORSE determinations**. Approximately 4 x 10^4^ MCF7 cells were plated on a Seahorse plate in control or treated conditions (adipocyte conditioned media). After 48 hours, cells were washed twice with Seahorse XF DMEM medium (Agilent) supplemented with 5 mM Hepes pH 7.6, 10 mM glucose, 100 mM sodium pyruvate, and 2 mM glutamine (Thermo Fisher Scientific). Then, cells were incubated in the same media for 1 h at 37ºC without CO_2_. Oxygen consumption and ECARs were simultaneously recorded by a Seahorse XFe24 analyzer (Agilent) using the Mito Stress Test protocol, in which cells were sequentially perturbed with 1.5 μM Oligomycin, 3 μM Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP), 1 μM Antimycin and 1 μM Rotenone (all from Sigma). Data were analyzed using the Seahorse Wave Desktop Software (v.2.6.3, Agilent). Data was normalized by protein concentration obtained with the BSA protein assay.

**Glucose quantification**. Measurement of the glucose concentration of the media was performed using the Glucose Assay Kit (Abcam, ab65333) according to the manufacturer's protocol. The fluorescence was measured at Ex/Em= 535/587 nm using a microplate reader (Tecan). Data was normalized by cell number.

**Reactive oxygen species (ROS) determination**. Approximately 6 x10^4^ cells were cultured on a white p96- well plate and ROS was measured using a cellular reactive oxygen species assay kit (Abcam, ab113851). Briefly, cells were labelled with DCFDA (2',7'-dichlorofluorescin diacetate), a redox sensitive fluorescent probe that it is oxidized by hydroperoxyl, peroxyl, and other ROS species. Cells were incubated for 1h at 37ºC in the dark and fluorescence was measured at different time points. The fluorescence was measured at Ex/Em = 485/535 nm using a microplate reader. Data was normalized by cell number or total protein.

**Tumor bioinformatic analysis**. A heatmap of differentiated 3T3L1 (d3T3L1) adipocytes versus d3T3L1 + MCF7 mature adipocyte markers (Adipoq, Plin1, Fabp4), adipogenic master regulators and early differentiation markers (Pparg, Cebpa, Lpl), mesenchymal stem cell or adipocyte progenitor genes (Cd44, Ly6a, Cd24a, Cd9), macrophage markers (Lgals3), and fibroblast genes (Acta2, Vim, Serpinh1) expression was generated in RStudio with the GSVA package 18. The list of genes and markers used was obtained from Zhu *et al.* 14.

## Results

### Adipocytes dedifferentiate when cultured with tumor cells

To study the adipocyte-tumor cell functional interaction we co-cultured both types of cells. We used 3T3-L1 cells that, under the appropriate conditions, differentiate to adipocytes, as shown by the accumulation of lipids and the expression of the adipocytic markers PPARγ, CEBPα and Glut4 Supplementary Figs 1A-C). We co-cultured differentiated adipocytes with AT3 or BTE136 cells, two cell lines derived from MMTV-PyMT tumors, with an epithelial or mesenchymal phenotype, respectively (Supplementary Fig. 1D). We also employed the widely used MCF-7 and SKBR3 cell lines derived from human breast adenocarcinomas (Supplementary Figs 1D-E).

We mimicked breast tumors culturing tumor cells in the upper compartment of Transwells and differentiated adipocytes, in the lower one. As shown in Figs 1A and B, under these conditions, adipocytes decreased their lipid content upon incubation with the three cell lines. This loss of neutral lipids was detected after three days and was slightly increased at longer times of co-culture (Supplementary Fig. 2A). It was only partially inhibited by Atglistatin (ATGL), an inhibitor of triglyceride lipase that prevents fatty acid (FA) mobilization from triglycerides (19 Supplementary Fig. 2B). This result suggests that triglycerides loss is partially dependent on its hydrolysis to FA.

Lipid loss correlated with a downregulation of the adipocytic differentiation markers CEBPα, PPARγ, Glut4 (Slc2a4) and Lipe, as confirmed by western blot and RT-PCR (Figs 1C and D). Interestingly, supplementation of differentiated adipocytes with conditioned medium (CM) from tumor cells only partially decreased lipid loss (Fig. 1B) and did not promote significant changes in the expression of the differentiation markers (Figs 1C and D). This indicates that a cross-talk between tumor cells and adipocytes is relevant for their dedifferentiation.

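Co-culture with MCF7 changed the expression of most genes measured in adipocytes. Of 12099 genes tested, 4452 were higher and 4718 were lower in adipocytes co-cultured with MCF7 than in adipocytes alone, at an adjusted p under 0.05 from limma. Of these, 1521 were higher and 1613 were lower by more than 1 on the log2 scale, a fold of 2. The values of the 3 co-culture libraries all lay above or all lay below those of the 3 control libraries for 9429 genes (77.9% of those tested), against a share of 10% that chance gives for 3 libraries against 3. The adipocytes were differentiated 3T3-L1 cells (d3T3L1), a mouse preadipocyte line, and MCF7 is a human breast adenocarcinoma line. The methods place these co-cultures in Transwells, with MCF7 in the upper chamber, while the series' notes and the legend of Supplementary Fig. 2D call them direct, the notes naming a Boyden chamber. Messenger RNA was sequenced from 3 samples labelled d3T3L1 (libraries A, B and C) and from 3 labelled d3T3L1 + MCF7 (libraries D, E and F), after 3 days of co-culture. The authors deposited log2 values of counts scaled to a fixed library size (CPM) for 12131 mouse genes, and the submitters' processing notes name STAR 2.7.8a, RSEM 1.3.0 and limma, with GRCm39 among the genome builds. Whole counts could be recovered from the deposited values, within 0.001 of a whole number for 100% of them. They summed to 27880239, 29833560 and 47784366 counts in libraries A, B and C and to 33267813, 30429582 and 33008881 in libraries D, E and F, so that 1 count stands for 0.0198 to 0.0346 CPM. The paper states more than 30 M paired-end reads per sample. Counts, their sums and their shares given here come from the recovered counts, while CPM values, correlations and the main tests come from the deposited log2 CPM. Pearson correlations of log2 CPM, taken across genes, which are not independent replicates, were 0.986 to 0.993 between libraries of 1 condition and 0.894 to 0.920 between conditions, and the first principal component held 87.6% of the variance and separated the conditions. Messenger RNAs encoded by mitochondrial DNA took 7.17%, 6.14% and 4.51% of the counts of d3T3L1 alone and 1.65%, 1.91% and 1.59% of those of the co-culture. These shares leave out reads assigned to near-identical nuclear copies. In d3T3L1 alone, the copies of mt-Co2 held 9489 CPM against 313 for the gene, and that of mt-Atp6 9127 against 134. For mt-Co1 the gene held more, at 19172 CPM against 2160. From the deposited values, the change of each gene was fitted with limma as the mean log2 CPM in co-culture minus that in the control (the log2 change), over genes with at least 1 CPM in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment. The median log2 change of all genes was -0.03, and 0.11 when the libraries were shifted to a common median, where 5199 were higher and 3920 lower. Small changes thus depend on the scaling, while the tests of gene groups compare each group with all other genes. Neither the paper nor the labels say that the libraries of a condition came from separate cultures or days, so the p-values measure only the spread between these libraries, which may be technical.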

We carried out an extensive mRNA analysis to compare the gene expression pattern of adipocytes stimulated with MCF7 compared to control. 

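The genes with the largest rises in co-cultured adipocytes included stress-response, immune-cell and nutrient-response genes, and those with the largest falls included adipocyte lipid genes. Gadd45b, a stress-response gene, rose from 10.6 ± 1.06 to 102 ± 8.69 CPM (mean ± SD, n = 3 libraries each), with a log2 change of 3.27 (standard error 0.096, adjusted p = 2.6e-08 from limma). Txnip, a glucose-regulated gene and an inhibitor of glucose uptake, rose from 461 ± 38.1 to 3996 ± 73.3 CPM, and its relative Arrdc4 rose with a log2 change of 2.95. G0s2, an inhibitor of the triglyceride lipase of adipocytes, fell from 86.3 ± 3.89 to 1.28 ± 0.392 CPM, with a log2 change of -6.12 (standard error 0.21, adjusted p = 6.1e-08 from limma). Gpd1, which makes the glycerol phosphate used for triglycerides, fell by a log2 change of -4.01. Under the rule fixed for naming genes (the largest changes among genes with a mean log2 CPM of at least 1 and no overlap between the conditions), the other large rises were those of Gm15441 (3.92), Arl4d (3.6), Cda (3.52), Siglecg (3.39), Plac8 (3.14), Mcub (2.96) and Lrp4 (2.95), Cda being cytidine deaminase and Siglecg a lectin of immune cells. The other large falls were those of mt-Nd3 (-6.13), Arxes1 (-4.72), Arxes2 (-4.61), Gm10222 (-4.41), mt-Atp8 (-4.1), 2010003K11Rik (-3.99), Nabp1 (-3.94) and Gm20634 (-3.88). Among the 20 genes of Fig. 1E, 9 of the 10 shown as rising and all 10 shown as falling passed the test, and since the paper chose them on these libraries the tally is not independent evidence of their direction. Pnliprp2, a pancreatic lipase-related gene, rose from 0.128 ± 0.0435 to 3.93 ± 0.402 CPM with a log2 change of 5.0 (standard error 0.35, adjusted p = 1.3e-06 from limma). Aatk, Ncan, Sox11, Lpar4 and Zfp518a fell, with log2 changes of -5.34, -5.44, -4.62, -4.95 and -4.39. Several of the rises rest on few counts. Rdh9 had 0, 18 and 0 counts in libraries A, B and C and 71, 47 and 40 in D, E and F, a log2 change of 5.24 (standard error 1.29, adjusted p = 0.00437 from limma). Pet117 had 0, 26 and 0 counts against 46, 37 and 50, Gm44505 had 27, 27 and 0 against 174, 140 and 191, and Fyb had 20, 0 and 13 against 194, 82 and 64. Their log2 changes were 4.85, 4.82 and 4.57. Without library C that of Gm44505 was 2.65 (and with a robust spread its adjusted p from limma was 0.0606), and without library B that of Fyb was 2.98. Rsc1a1 had 28, 173 and 0 counts against 132, 161 and 64 and a log2 change of 3.32 (standard error 1.80, adjusted p = 0.119 from limma), and it passed without library B (5.25) but came to 0.71 without library C (adjusted p = 0.299 from limma). Rsc1a1, Pet117 and H3c15 (log2 change -5.97) overlap or nearly match another gene that can share their reads. Reads of mt-Nd3 and Gm10222 can also be shared with near-identical copies. Summed with its copy Gm28438, the log2 change of mt-Nd3 was -3.49, and that of mt-Nd4l with its copy Gm10222 was -2.16. The fall of mt-Nd3 rests on 760, 819 and 2249 counts against 50, 0 and 89. It was -3.8 without library E, which held no count, and it did not pass the test when the spread was fitted robustly (adjusted p = 0.0657 from limma).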

A list of the genes showing the highest differences is shown in Fig. 1E. The complete list was deposited in GEO repository (see Methods). The increase in several of these genes was also verified by individual RT-PCR (Supplementary Fig. 2C). 

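Genes of lipid storage, fatty acid use and fatty acid synthesis fell together in adipocytes co-cultured with MCF7. Of 14 tested genes of lipolysis and lipid droplets, 1 was higher, 11 were lower and 2 did not pass the test (2 higher and 11 lower when adjusted over the list alone). Those with the largest falls were G0s2, Mgll, which cleaves monoglycerides (-3.76), and the droplet coat proteins Plin1 and Plin4 (-2.73). Of 31 genes of mitochondrial and peroxisomal fatty acid oxidation, 4 were higher, 23 were lower and 4 did not pass the test (4 higher and 24 lower when adjusted over the list alone), with the largest falls for Acadm, an acyl-CoA dehydrogenase (-1.83), and for Crat (-1.43), Pex11a (-1.24) and Hadhb (-1.23). Of 13 genes of fatty acid uptake, binding and activation, 1 was higher, 10 were lower and 2 did not pass the test (1 higher and 10 lower when adjusted over the list alone). Cd36, a fatty acid transporter, fell from 996 ± 125 to 196 ± 30.9 CPM (mean ± SD, n = 3 libraries each), with a log2 change of -2.35 (standard error 0.12, adjusted p = 2.7e-07 from limma), and Acsl1, which activates fatty acids, fell by a log2 change of -1.95. Of 19 genes of fatty acid synthesis and desaturation, 4 were higher, 13 were lower and 2 did not pass the test (4 higher and 13 lower when adjusted over the list alone), among them Elovl3 (-3.28), Scd2 (-2.19), Fasn (-1.94) and Scd3 (-1.61). Of 15 genes of triglyceride synthesis, 2 were higher, 10 were lower and 3 did not pass the test (2 higher and 10 lower when adjusted over the list alone), with Gpd1 leading and then Dgat2 (-3.25), Gpat3 (-2.93) and Agpat2 (-2.73). Thermogenic adipocyte genes also fell. Of 8 tested, 0 were higher, 7 were lower and 1 did not pass the test (0 higher and 7 lower when adjusted over the list alone), with Cox8b (-3.77), Ppargc1a (-2.49) and Cidea (-1.88) as examples beside Elovl3. The lists were written before the data were examined and are not the gene sets of the paper's enrichment analysis. They were written with the paper's figures known, and some members, such as G0s2 of Fig. 1E, are genes shown there. Some genes also belong to more than 1 list. Against all other genes, the list of lipolysis and lipid droplets was lower, with a median log2 change of -1.46 (camera adjusted p = 5.9e-04, and adjusted p = 0.266 with an estimated correlation). The median of fatty acid oxidation was -0.52 (camera adjusted p = 5.9e-04, and adjusted p = 0.23 with an estimated correlation). That of uptake and activation was -0.85 (camera adjusted p = 0.00662, and adjusted p = 0.358 with an estimated correlation), that of synthesis was -0.86 (camera adjusted p = 0.0123, and adjusted p = 0.358 with an estimated correlation). That of triglyceride synthesis was -0.87 (camera adjusted p = 0.00492, and adjusted p = 0.266 with an estimated correlation) and that of thermogenic genes was -1.76 (camera adjusted p = 0.00913, and adjusted p = 0.266 with an estimated correlation). The first p of each pair uses camera's preset correlation of 0.01 between genes, and none of these calls holds with a correlation estimated from the 6 libraries. Calls were also lost for lists whose estimate lay below 0.01, such as progenitor genes in adipocytes (-0.05). The loss thus does not measure the correlation between genes alone.

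**Figure D1:**
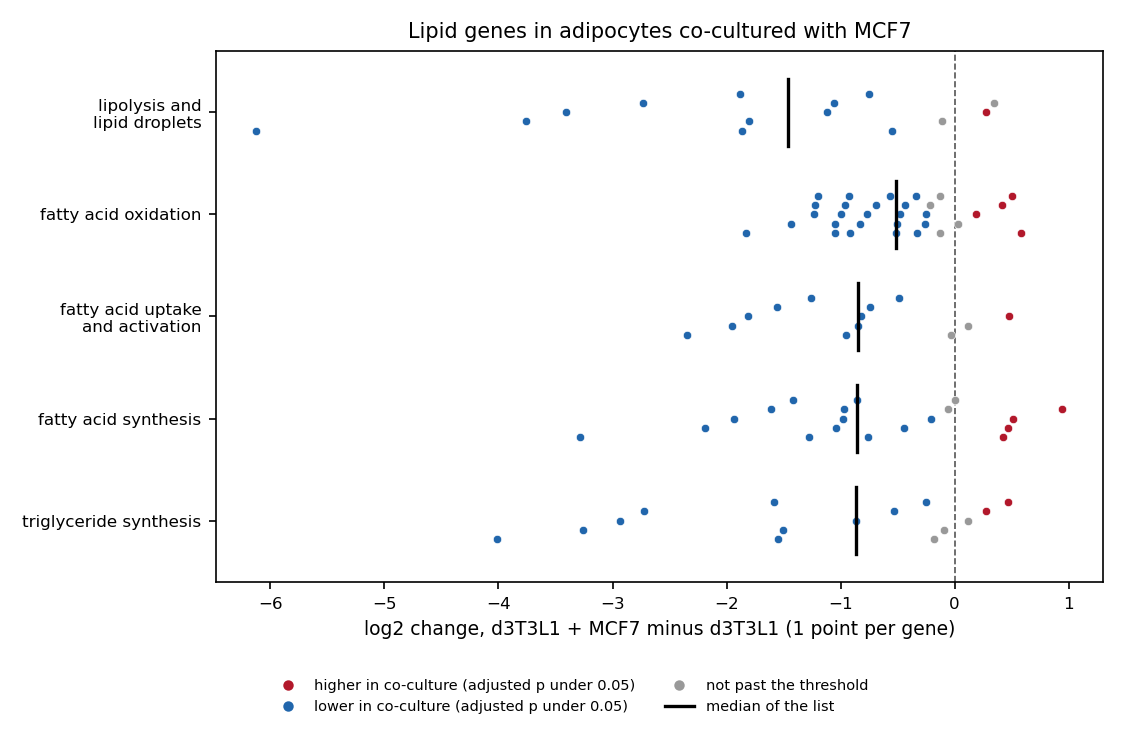
Log2 change of each tested gene of 5 lipid gene lists in adipocytes, co-culture minus control (3 libraries each), with 1 point per gene and a bar at the list's median. Most points of each list lie left of 0, with medians from -0.52 for fatty acid oxidation to -1.46 for lipolysis and lipid droplets.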

Gene set enrichment analysis revealed that biological processes related to fatty acid (FA) metabolism were downregulated in MCF7-treated adipocytes (Fig. 1F). 

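In adipocytes co-cultured with MCF7, Plin1, which coats lipid droplets, fell from 523 ± 17 to 49.2 ± 4.26 CPM (mean ± SD, n = 3 libraries each), with a log2 change of -3.41 (standard error 0.073, adjusted p = 1.1e-08 from limma). Adipoq, the hormone adiponectin, had a log2 change of -1.84, and Fabp4, the fatty acid binding protein of adipocytes, of -1.55. Of the regulators, Cebpa fell from 173 ± 17.8 to 28 ± 3.79 CPM, with a log2 change of -2.63 (standard error 0.11, adjusted p = 1.0e-07 from limma), Lpl fell by a log2 change of -1.81 and Pparg by -0.35. Vim, a filament protein of mesenchymal cells, rose from 1883 ± 92.5 to 6418 ± 257 CPM, with a log2 change of 1.77 (standard error 0.083, adjusted p = 1.7e-07 from limma), and Acta2, the actin of myofibroblasts, rose by 1.63. Of the 14 markers that Supplementary Fig. 2D shows, 6 were lower and 8 were higher and all passed the test. The others among them were Cd24a (2.4), Ly6a (1.23), Cd44 (1.03) and Cd9 (0.77) of progenitor cells, Lgals3 (1.02), a macrophage gene that adipocytes alone also expressed at 157 ± 16.3 CPM, and Serpinh1 (0.23), a collagen chaperone whose change was -0.14 under quantile normalization. The paper shows these markers for the same libraries, so their tally is not independent evidence of the direction. As groups in camera, the mature markers had a median log2 change of -1.84 (camera adjusted p = 0.00831, and adjusted p = 0.266 with an estimated correlation), the regulators -1.81 (camera adjusted p = 0.0285, and adjusted p = 0.266 with an estimated correlation), the progenitor genes 1.13 (camera adjusted p = 0.00913, and adjusted p = 0.23 with an estimated correlation) and the fibroblast genes 1.63 (camera adjusted p = 0.0456, and adjusted p = 0.372 with an estimated correlation). This last call was lost under quantile normalization (camera adjusted p = 0.196), median scaling (0.0603) and a stricter filter (0.0513) and without library B (0.0507). Of the 4 markers that Fig. 1D tests by RT-PCR, 0 were higher, 4 were lower and 0 did not pass the test (0 higher and 4 lower when adjusted over the list alone). Their median was -2.2 (camera adjusted p = 0.00662, and adjusted p = 0.267 with an estimated correlation), and Lipe, the hormone-sensitive lipase, was among them (-1.87). Broader lists gave the following. Those of identity, transcription factors, progenitor, fibroblast and immune genes include markers of Supplementary Fig. 2D, so they are not separate evidence of the direction. Of 23 genes of adipocyte identity, 1 was higher, 20 were lower and 2 did not pass the test (1 higher and 20 lower when adjusted over the list alone). Their median was -1.81 (camera adjusted p = 1.5e-07, and adjusted p = 0.23 with an estimated correlation), Pck1 (-3.11) being among the largest falls. Of 19 adipogenic transcription factors, 3 were higher, 13 were lower and 3 did not pass the test (3 higher and 13 lower when adjusted over the list alone). Their median was -0.51 (camera adjusted p = 0.0277, and adjusted p = 0.372 with an estimated correlation), the call being lost without library C (camera adjusted p = 0.0672). Zfp423 fell (-1.73) and Klf5 rose (1.51). Of 14 preadipocyte and progenitor genes, 11 were higher, 1 was lower and 2 did not pass the test (11 higher and 1 lower when adjusted over the list alone). Their median was 0.79 (camera adjusted p = 0.00408, and adjusted p = 0.23 with an estimated correlation). Dlk1, a preadipocyte gene lost on differentiation, rose (2.44), as did Eng (2.21). Of 17 fibroblast and myofibroblast genes, 13 were higher, 1 was lower and 3 did not pass the test (13 higher and 1 lower when adjusted over the list alone). Their median was 0.62 (camera adjusted p = 0.00304, and adjusted p = 0.23 with an estimated correlation), among them Ccn1 (2.45) and Tpm2 (1.83). Of 26 macrophage and other immune markers, only 6 were found among the deposited genes, of which 5 were higher, 0 were lower and 1 did not pass the test (5 higher and 0 lower when adjusted over the list alone). The values of the group cover these 6 only. Their median was 1.7 (camera adjusted p = 0.00662, and adjusted p = 0.266 with an estimated correlation). Cd68, a lysosomal glycoprotein of macrophages, rose from 9.77 ± 1.64 to 61.8 ± 2.12 CPM, Csf1r from 0.554 ± 0.116 to 2.04 ± 0.431 CPM and Cd14 from 4.15 ± 0.122 to 11.9 ± 1.14 CPM, and Siglecg belongs to the same list. Siglecg is also a gene that Fig. 1E shows as rising, and Lgals3 is a marker of Supplementary Fig. 2D. The group's values thus rest in part on genes that the paper shows from these libraries. Of 10 endothelial markers, only 2 were found among the deposited genes, Egfl7 with a log2 change of 0.62 and Pecam1 with -0.55. The call of Egfl7 was lost without library B, E or F (adjusted p up to 0.0939 from limma) and at equal depth, which was chosen after the data were seen, and that of Pecam1 without any 1 of the 6 libraries (up to 0.145) and under median scaling. The paper had taken the loss of CEBPα, PPARγ, Glut4 and Lipe as dedifferentiation of the adipocytes, and it reads the wider marker groups in the same terms.

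**Figure D2:**
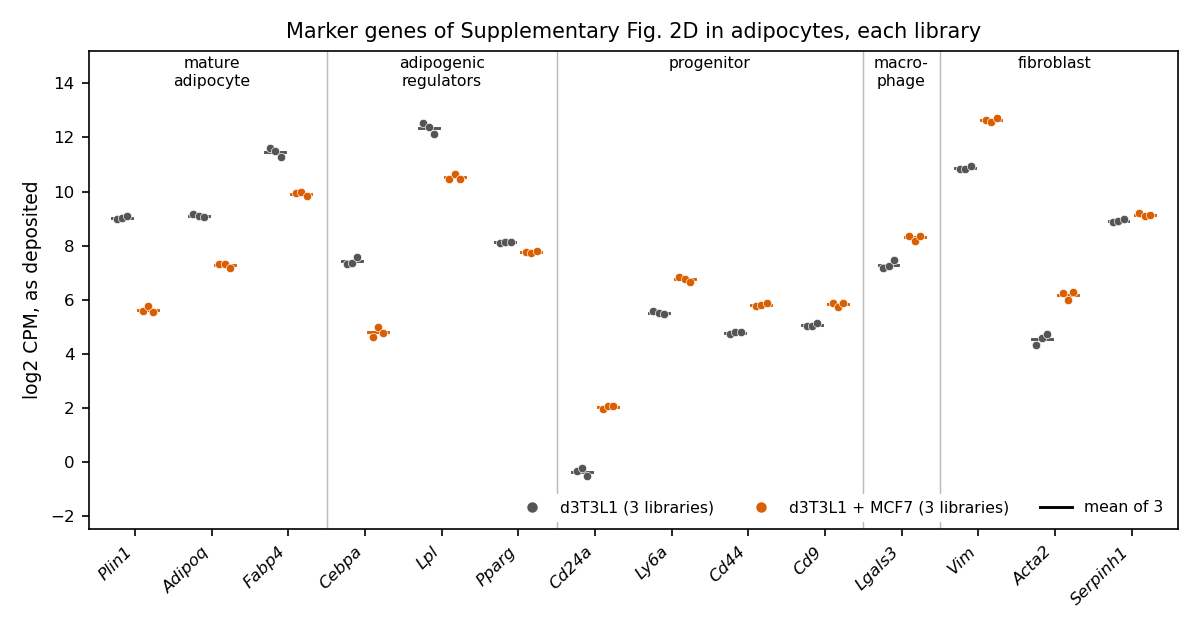
Deposited log2 CPM of the 14 marker genes of Supplementary Fig. 2D in each library of d3T3L1 alone (grey, n = 3) and d3T3L1 + MCF7 (orange, n = 3), with a line at the mean of each condition. For all 14 genes the 3 points of one condition lie apart from the 3 points of the other, with the widest gap for Plin1, at a log2 change of -3.41, and the narrowest for Serpinh1 (0.23, and -0.14 under quantile normalization).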

An *in silico* analysis using markers of tumor microenvironmental cells revealed that MCF7 promoted the downregulation of the expression of genes characteristic of mature adipocytes and of master regulators of adipogenic differentiation, as well as up-regulated the expression of those specific of fibroblasts, mesenchymal stem cells or even macrophages (Supplementary Fig. 2D). Another characteristic of adipocytic versus not differentiated 3T3-L1 cells is an increased glucose consumption. As shown in Fig. 1G, MCF7-treated 3T3L1 cells displayed a lower glucose utilization.

Adipocyte lipolysis can be produced by extracellular medium acidification (12. Actually, the pH of the adipocyte culture medium decreased from 7.2 to 6.8 after three days of culture; not significant differences were observed between 3T3L1 cells cultured in the control medium or with tumor cells (Fig. 1H). We controlled acidification adding to the medium a buffering agent. In this condition, the pH remained at 7,1 after three days, either in the absence or presence of tumor cells (Fig. 1H). Even in these conditions, loss of lipids and adipocytic markers was promoted by incubation with tumor cells (Fig. 1I and J).

Several pathways were stimulated in MCF7-treated adipocytes; among them, interleukin and Stat-activated signaling Supplementary Fig. 2E). Accordingly, Stat3 phosphorylation was induced in 3T3-L1 cells by incubation with MCF7 or other tumor cells (Supplementary Fig. 2F). However, incubation of adipocytes with cytokines capable to activate this pathway, such as IL-6 or LIF did not promote lipid loss (Supplementary Figs 2G and H).

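Target genes of Stat3 and of the interleukin 6 family were on balance higher in adipocytes co-cultured with MCF7, and cytokine genes moved both ways. Of 19 tested genes of the Stat3 list, 11 were higher, 3 were lower and 5 did not pass the test (11 higher and 3 lower when adjusted over the list alone). Their median log2 change was 0.53 (camera adjusted p = 0.0168, and adjusted p = 0.23 with an estimated correlation). Socs3, the feedback inhibitor that Stat3 induces, rose from 13.7 ± 0.688 to 54.3 ± 7.7 CPM (mean ± SD, n = 3 libraries each), with a log2 change of 1.98 (standard error 0.10, adjusted p = 2.9e-07 from limma). Junb (2.81), Timp1 (2.24) and Pim1 (2.22) rose, and Hp, the acute-phase protein haptoglobin, which adipocytes also make, fell (-2.67). Of 26 cytokine and chemokine genes, only 8 were found among the deposited genes, of which 2 were higher, 3 were lower and 3 did not pass the test (3 higher and 4 lower when adjusted over the list alone), with Cxcl12 higher (1.36) and Ccl2 lower (-1.2). Their median was -0.19 (camera adjusted p = 0.839). Il6 and Lif were not among the deposited genes. Targets of NF-kB moved both ways. Of 16 tested, 5 were higher, 5 were lower and 6 did not pass the test (5 higher and 5 lower when adjusted over the list alone). Their median was -0.06 and the direction of the test upward (camera adjusted p = 0.94), Nfkbia (0.97) and Vcam1 (0.62) rising and Tnfaip3 (-0.53) and Nfkb1 (-0.50) falling. Of 15 interferon-stimulated genes, 5 were higher, 6 were lower and 4 did not pass the test (5 higher and 6 lower when adjusted over the list alone). Their median was -0.10 (camera adjusted p = 0.839), Stat1 falling (-1.38) and Ifitm3 rising (0.97). Of 39 MYC targets and ribosome biogenesis genes, 20 were higher, 13 were lower and 6 did not pass the test (21 higher and 13 lower when adjusted over the list alone). Their median was 0.28 (camera adjusted p = 0.337), and the largest changes were those of Polr1b (-1.08), Polr1c (1.07), Dkc1 (-0.90) and Npm1 (0.88), the last of which did not pass under quantile normalization (adjusted p = 0.0997 from limma). Of 27 genes of apoptosis, 13 were higher, 5 were lower and 9 did not pass the test (13 higher and 5 lower when adjusted over the list alone). Their median was 0.22 (camera adjusted p = 0.14, and adjusted p = 1.9e-05 from fry, which tests the list without comparing it with other genes). Bid (-1.89) and Cflar (-1.56) fell, while Gadd45b and the survival gene Bcl2l1 (1.44) rose.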

### Adipocytes increase tumor cell migration

Co-culture with differentiated adipocytes increased the migration of MCF7, SKBR3, AT3 and BTE136 tumor cells compared with unchallenged cells, or with cells cultured with not differentiated 3T3L1 cells (Figs 2A and B). Similar results were obtained when cell invasion was determined (Figs 2C and D). This stimulation was observed when migration or invasion were driven by an FBS gradient (from 1 to 10% in the upper and lower chambers, respectively). Addition of CM from differentiated adipocytes also partially mimicked the effect of co-cultured cells on MCF7 migration (Fig. 2E). Very little effect was observed on cell proliferation (Supplementary Fig. 3A).

We reasoned that this migration enhancement might be dependent on FA transfer from adipocytes to tumor cells. To analyze this hypothesis, we used BMS-309403 (BMS), a FA binding protein (FABP) inhibitor that prevented loading of this protein with FAs and, therefore, FA cell uptake (20. Addition of this compound remarkedly decreased MCF7 migration, both basal and adipocyte-induced, suggesting that migration is dependent on MCF7 FA uptake from culture medium (Figs 2F and G). Interestingly, even in the presence of BMS, incubation with adipocytes increased MCF7 migration with respect to the unchallenged cells (Fig. 2H). The inhibitory effect of the FABP inhibitor was prevented by supplementation of the medium with FAs, to compete with the binding of the inhibitor to FABP Supplementary Fig. 3B). The relevance of FA in MCF7 migration was also highlighted by experiments using another inhibitor of FA metabolism such as Etomoxir (ETO) that inhibits FA oxidation (21. This compound also decreased both basal and adipocyte-induced migration in FBS gradients (Figs 2F and G). No significant effects on MCF7 proliferation were observed with the concentrations of BMS and ETO used in these assays Supplementary Fig. 3C).

Altogether, these results suggest that FA taken from adipocytes or from the regular culture medium are incorporated by MCF7 and further metabolized through FA oxidation.

We analyzed the FAs content from the CM from 3T3L1 adipocytes or MCF7 cells. As shown in Supplementary Fig. 3D, CM from MCF7 cells co-cultured with 3T3L1 adipocytes do not show increased levels of most predominant FAs (myristic, palmitic or stearic acids; C14:0, C16:0 or C:18:0, respectively) when compared with CM from not treated MCF7 cells. Moreover, CM from 3T3L1 adipocytes only present a slight increase in these FAs with respect to the culture medium (Supplementary Fig. 3E). Only some low abundant FAs (pentadecanoic, C15:0; heptadecanoic, C:17:0; or palmitoleic, C16:1n7) were increased in these conditions. This suggests that adipocytes-derived lipids do not contribute significantly to the total amount of FAs in the CM.

Differentiated 3T3L1 cells were incubated with ^13^C-labelled palmitic acid that was incorporated into the adipocytes (Fig. 2I). Following incubation with tumor cells, adipocytes showed an almost complete loss in ^13^C-labeled palmitic acid (Fig. 2I). MCF7 cells also incorporate palmitic acid when this compound was supplemented to the CM although to a lower extent than adipocytes (Fig. 2J). Although detectable, FA transfer from labelled adipocytes to MCF7 was very low (Fig. 2J), suggesting that these cells uptake palmitic acid directly from the CM.

Finally, addition of myristate, palmitate or other FAs did not increase MCF7 migration although they were incorporated by these cells (Supplementary Figs 3F and G).

These results indicate that in our cellular system FAs are taken mostly from the cell medium and are required for migration but are not capable to promote this process by themselves.

### Tumor cells undergo a partial epithelial-to-mesenchymal transition (EMT) upon co-culture with adipocytes

We carried out an extensive RNA analysis to compare the gene expression pattern in tumor cells upon two days of co-culture with adipocytes. 

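Co-culture with adipocytes changed the expression of most genes measured in MCF7 cells. Of 14303 genes tested, 4867 were higher and 4900 were lower in MCF7 cells co-cultured with d3T3L1 than in MCF7 cells alone, at an adjusted p under 0.05 from limma. By more than 1 on the log2 scale, 1673 were higher and 1667 were lower. The libraries of one condition did not overlap those of the other for 10496 genes (73.4% of those tested), against 10% by chance. The samples were 3 labelled MCF7 (libraries G, H and I) and 3 labelled MCF7 + d3T3L1 (libraries J, K and L), human cells only. The results text gives 2 days of co-culture for this experiment, while the methods and the sample labels give 3 days, and the samples were mapped by the 3 days of the methods. The deposited human table held log2 CPM for 14371 genes, made with the tools named for the mouse table and GRCh38 as the genome build. The recovered counts summed to 25938241, 26250766 and 41201611 in libraries G, H and I and to 27738419, 30507939 and 25182457 in J, K and L, so that 1 count stands for 0.0223 to 0.0422 CPM. Between libraries of 1 condition the Pearson correlation across genes was 0.979 to 0.992 and between conditions it was 0.879 to 0.913, and the first principal component, which separated the conditions, held 84.7% of the variance. Messenger RNAs encoded by mitochondrial DNA took 6.05%, 6.84% and 6.01% of the counts of MCF7 alone and 13.9%, 12.5% and 9.99% of those of the co-culture, and the 10 most abundant genes took 8.04% to 8.77% and 13.4% to 17.7%. The filter, model and adjustment were those used for adipocytes, and the median log2 change of all genes was -0.005 (0.080 when libraries were shifted to a common median, where 5466 were higher and 4318 lower).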

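The largest rises in MCF7 cells co-cultured with adipocytes included CD68 and the transcription factor ZBTB16, and the largest falls included the growth factor TGFB2. CD68, a lysosomal glycoprotein best known in macrophages, rose from 0.895 ± 0.241 to 111 ± 22.1 CPM (mean ± SD, n = 3 libraries each), with a log2 change of 6.97 (standard error 0.20, adjusted p = 1.2e-07 from limma). ZBTB16, a zinc-finger repressor, had no count in the 3 control libraries and 84, 100 and 76 counts in co-culture, which is at least 117-fold higher against a floor of 3 counts over the control libraries. TGFB2 fell from 3.5 ± 0.407 to 0.102 ± 0.114 CPM, with a log2 change of -5.78 (standard error 0.78, adjusted p = 1.7e-04 from limma), and GALNT16 by a log2 change of -5.78. GUCY1A2, a subunit of the nitric oxide receptor, had 59, 34 and 74 counts in MCF7 alone and none in co-culture, at least 41.3-fold lower against the same floor. Other genes of Fig. 3A had only 1 to 3 counts in all in one condition, and their folds are given with a 95% counting interval. In co-culture SRPX2 was higher by 378-fold (interval 67.4 to 15000), LEMD1 by 75.9-fold (interval 25.5 to 372) and SPRR1A by 106-fold (interval 36 to 519.6). In the other direction GDNF was lower by 62-fold (interval 16.9 to 516), ACOX2, a peroxisomal oxidase, by 55.3-fold (interval 15 to 461), TXLNB by 42.3-fold (interval 14.2 to 207) and GPR139 by 38.4-fold (interval 12.9 to 188). These intervals cover counting error only. CLEC3A fell with 0, 2 and 2 counts in co-culture (log2 change -4.99). P3R3URF-PIK3R3, a transcript that reads through into PIK3R3 and shares its exons, rose (5.95) while PIK3R3 itself fell (-0.79). All 14 named genes of Fig. 3A passed the test, and since the paper chose them on these libraries the tally is not independent evidence. Under the fixed rule for naming genes, the other large rises with a gene symbol were those of BLACAT1 (5.02), TALAM1 (4.96), KRT6A (4.22), GBP3 (4.21), GIPR (4.19) and SYNPO2L (4.16), and the large falls were those of KCNJ8 (-4.53), PRRT1B (-4.44), MMP16 (-4.2), RIPOR3 (-4.14), PCDH19 (-4.12), PDF (-3.98), GPRC5B (-3.96), CYP26B1 (-3.95), TGM2 (-3.65) and DOCK8 (-3.62). GTF2IP1, a pseudogene of GTF2I, is listed 2 times in the table. As ENSG00000277053 it had 274, 108 and 0 counts in libraries G, H and I and 956, 808 and 554 in J, K and L, a log2 change of 5.34 (standard error 2.04, adjusted p = 0.0419 from limma). Its log2 change was 2.31 without library I, and the call was lost without library J (adjusted p = 0.0527) or K (0.0948), with a robust spread (0.172) and with no intensity trend (0.0912), from limma. The other entry had a log2 change of -0.36, a call lost without library G or I and under median scaling (adjusted p up to 0.0799 from limma). TALAM1 is transcribed antisense to MALAT1, so the counts of both genes depend on how reads were divided.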

A list of the RNAs showing the highest expression differences is shown in Fig. 3A; the complete list was deposited in GEO repository (see Methods). 

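Mesenchymal and hypoxia-induced genes rose in MCF7 cells co-cultured with adipocytes, epithelial genes moved both ways and MYC targets fell. Of 21 tested mesenchymal genes, 16 were higher, 2 were lower and 3 did not pass the test (16 higher and 2 lower when adjusted over the list alone). Their median log2 change was 1.18 (camera adjusted p = 9.6e-05, and adjusted p = 0.104 with an estimated correlation). TPM2, a tropomyosin, rose from 2.78 ± 0.201 to 22 ± 4.61 CPM (mean ± SD, n = 3 libraries each), with a log2 change of 2.97 (standard error 0.16, adjusted p = 1.0e-06 from limma). CD44 (2.67), the membrane protease MMP14 (2.39), COL6A1 (2.3) and fibronectin (FN1, 1.23) also rose. TPM2, CD44, COL6A2, LOXL2 and PLAUR of this list are genes that Fig. 3C shows as higher in these libraries. The list holds no gene that the figure shows as lower, so its test is not independent of the paper's choice. VIM stayed near the floor of the test, at 1.32 ± 0.113 CPM in MCF7 alone and 1.97 ± 0.254 CPM in co-culture, a log2 change of 0.57 (standard error 0.22, adjusted p = 0.04 from limma), a call lost without library G, H, I, J or L (adjusted p up to 0.105 from limma) and under quantile normalization (0.0925). Of 7 tested EMT transcription factors, 4 were higher, 1 was lower and 2 did not pass the test (4 higher and 1 lower when adjusted over the list alone). Their median was 0.50 (camera adjusted p = 0.693). SNAI1 rose from 1.04 ± 0.116 to 3.73 ± 0.976 CPM, with a log2 change of 1.81 (standard error 0.25, adjusted p = 1.8e-04 from limma). SNAI2 (1.48) and KLF8 (0.63) rose and SIX1 fell (-0.66), the call of KLF8 being lost without library G, I, K or L (adjusted p up to 0.109 from limma). Of 34 epithelial genes, 11 were higher, 13 were lower and 10 did not pass the test (11 higher and 13 lower when adjusted over the list alone). Their median was -0.12 (camera adjusted p = 0.915). MUC1 rose (2.19) and OVOL2 (-1.61), PKP3 (-1.36) and KRT7 (-1.25) fell. CDH1, E-cadherin, was at 1251 ± 45.3 CPM in MCF7 alone and 1308 ± 58.4 CPM in co-culture, a log2 change of 0.06 (standard error 0.081, adjusted p = 0.505 from limma), and under quantile normalization its value was -0.27 (adjusted p = 0.0402 from limma). Of 32 hypoxia-induced genes, 22 were higher, 4 were lower and 6 did not pass the test (22 higher and 4 lower when adjusted over the list alone). Their median was 0.87 (camera adjusted p = 3.2e-05, and adjusted p = 0.126 with an estimated correlation). CA9, a carbonic anhydrase induced by HIF, rose from 0.442 ± 0.199 to 4.19 ± 0.789 CPM, with a log2 change of 3.36 (standard error 0.39, adjusted p = 7.5e-05 from limma). ALDOC (3.38), ENO2 (3.02) and the collagen hydroxylase P4HA1 (2.82) rose too. This list also holds genes that the paper shows as higher, VEGFA and ENO2 in Fig. 3C and CA9 in Fig. 3D. Of 28 TNF and NF-kB targets, 14 were higher, 6 were lower and 8 did not pass the test (14 higher and 6 lower when adjusted over the list alone). Their median of 0.33 did not pass the test against all other genes (camera adjusted p = 0.0507). The list passed in fry (adjusted p = 8.5e-05), which asks whether the members on average moved from 0 and compares them with no other genes. It also passed in camera without the filter (0.0495) and without library I (0.0428), J (0.0437) or K (0.0494). SAT1 (4.02), BIRC3 (3.0), ATF3 (2.09) and PLAUR (1.99) rose, SAT1 and PLAUR being genes of Fig. 3C as well. Of 40 MYC targets and ribosome biogenesis genes, 2 were higher, 33 were lower and 5 did not pass the test (2 higher and 33 lower when adjusted over the list alone). Their median was -0.89 (camera adjusted p = 5.8e-08, and adjusted p = 0.273 with an estimated correlation). BOP1 (-2.47), CAD (-1.97), RRS1 (-1.78) and POLR1A (-1.76) fell, and MYC itself fell from 117 ± 6.23 to 45.5 ± 6.05 CPM, with a log2 change of -1.37 (standard error 0.10, adjusted p = 4.8e-06 from limma).

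**Figure D3:**
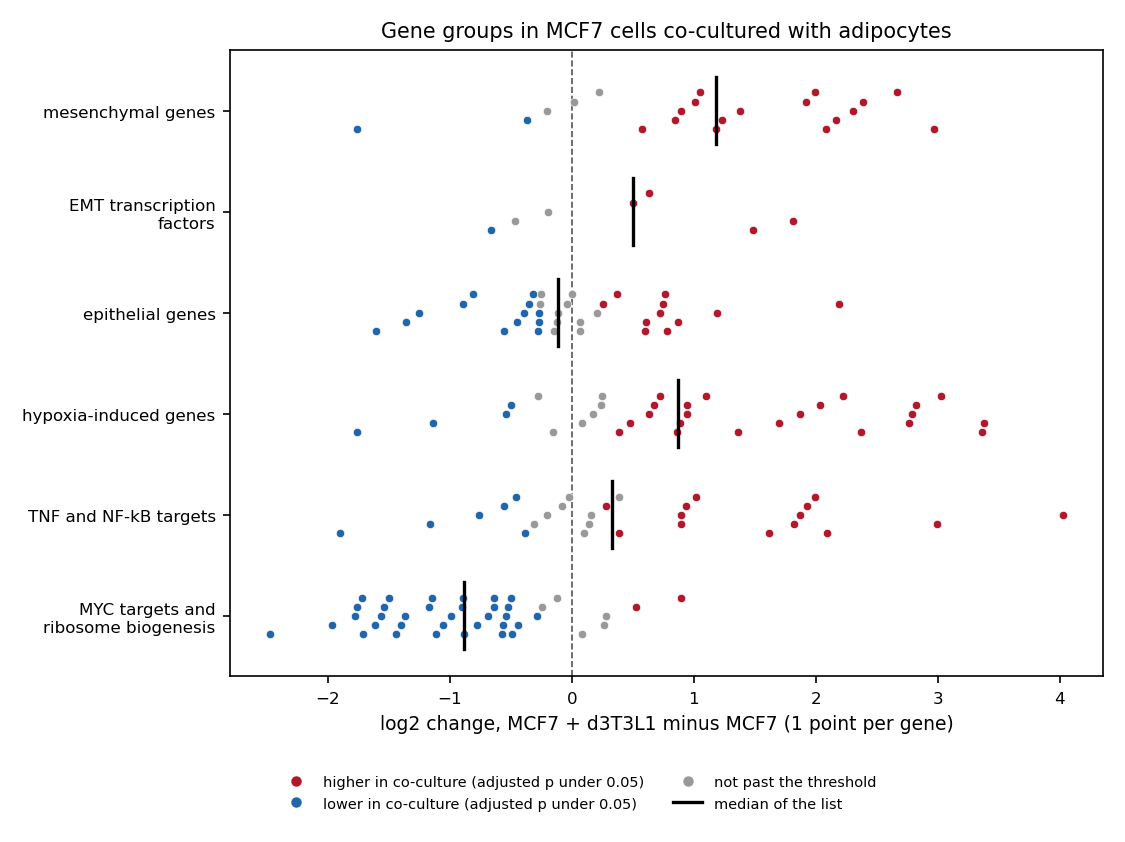
Log2 change of each tested gene of 6 gene lists in MCF7 cells, co-culture minus control (3 libraries each), with 1 point per gene and a bar at the list's median. The medians are 1.18 for mesenchymal genes, 0.87 for hypoxia-induced genes and -0.89 for MYC targets and ribosome biogenesis, while epithelial genes lie on both sides of 0.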

Gene set enrichment analysis (GSEA) revealed that co-culture with adipocytes modified the expression in MCF7 of genes related to EMT or other pathways related to this conversion, such as hypoxia and TNFα signaling (Fig. 3B). A list of the genes related to EMT is presented in Fig. 3C. 

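Genes of matrix, adhesion and stress response that Fig. 3C shows as higher rose in MCF7 cells co-cultured with adipocytes, and those it shows as lower fell. GADD45A, a stress-response gene, rose from 3.64 ± 0.544 to 50.5 ± 11.4 CPM (mean ± SD, n = 3 libraries each), with a log2 change of 3.78 (standard error 0.18, adjusted p = 5.9e-07 from limma), and VEGFA, the endothelial growth factor, from 38.2 ± 1.36 to 179.6 ± 24 CPM. IGFBP3, which binds insulin-like growth factors, fell from 12.7 ± 0.968 to 1.44 ± 0.193 CPM, with a log2 change of -3.15 (standard error 0.15, adjusted p = 7.2e-07 from limma). All 15 genes shown as rising and all 15 shown as falling passed the test, and since the paper took them from these libraries the tally is not independent evidence of their direction. The rises included EFEMP2 (4.41), COL7A1 (2.87) and LRRC15 (2.85), and LRP1, LAMC2, COL6A2, CAPG and LOXL2 had log2 changes of 2.22, 2.2, 2.17, 2.14 and 2.08. Among the falls were those of DKK1 (-3.09), PMP22 (-2.99), FBN2 (-2.97), ITGA2 (-2.62), VCAN (-2.56) and COL12A1 (-2.55), and the smaller ones of CXCL12 (-2.19), SGCG (-2.1), FZD8 (-1.98), MCM7 (-1.68), ITGB5 (-1.34), PMEPA1 (-1.25) and THBS1 (-1.08). Genes of the extracellular matrix and invasion were fixed as a list of their own. Of 23 tested, 14 were higher, 5 were lower and 4 did not pass the test (14 higher and 5 lower when adjusted over the list alone). Their median log2 change was 0.42 (camera adjusted p = 0.0358, and adjusted p = 0.422 with an estimated correlation), the call being lost without library L (camera adjusted p = 0.0744) and under median scaling (0.0509) and quantile normalization (0.052). LAMC2, MMP14 and PLAUR are among its rises, and ITGA2, a collagen receptor, is its largest fall. Of the 7 genes that Fig. 3D tests by RT-PCR, 5 were higher, 1 was lower and 1 did not pass the test (5 higher and 1 lower when adjusted over the list alone). Their median was 3.02 (camera adjusted p = 0.0264, and adjusted p = 0.251 with an estimated correlation), and these too were chosen by the paper. The call was lost under quantile normalization (camera adjusted p = 0.052) and a stricter filter (0.127). From its gene set enrichment analysis the paper states that genes related to EMT were modified in co-cultured MCF7 cells, and it goes on to test single genes and proteins associated with EMT.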

The modulation of several of these genes (CD68, GADD45A, CA9, ENO2) was also validated by RT-PCR (Fig. 3D). We also analyzed the expression of other proteins commonly associated to EMT: only Snail1 and fibronectin were consistently stimulated in these conditions; small differences were detected in mesenchymal N-cadherin (CDH2) or epithelial E-cadherin (CDH1) (Figs 3D and E). In contrast to other cellular models in which Snail1 is rapidly activated upon addition of the stimulus triggering the EMT, Snail1 upregulation was slow and required three days of co-culture (Supplementary Fig. 4A). Snail1 activation was also detected in tumor cells when they were co-cultured with primary adipocytes (Supplementary Fig. 4B). Adipocyte CM increased the levels of SNAI1, CD68 and GADD45A mRNAs in MCF7 cells (Supplementary Fig. 4C) and also of Snail1 protein, particularly in MCF7 and AT3 cells that express lower endogenous levels of this protein (Fig. 3E and Supplementary Fig. 4D).

Interestingly, similar to cell migration, the increase expression of the mesenchymal markers was sensitive to BMS; this compound inhibits SNAI1, CD68 and GADD45A RNA up-regulation by adipocytes (Fig. 3D) and the Snail1 protein increase promoted by CM from these cells (Fig. 3F). ETO also prevented Snail1 stimulation by adipocytes (Fig. 3F and Supplementary Fig. 4E). However, the effect of BMS on adipocyte-stimulated gene expression was not general and some genes were not affected by this compound (Fig. 3D).

Taken together, these results suggest that tumor cells FA metabolism is required for the induction by adipocytes of mesenchymal markers such as Snail1 but other elements also participate in this stimulation.

### Adipocytes promote ROS production in tumor cells

The analysis of genes activated in MCF7 by coculture with adipocytes revealed that biological processes related to glycolysis were activated in these cells (Fig. 4A). Therefore, we analyzed the changes in MCF7 glucose metabolism. 

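Some glycolytic genes rose in MCF7 cells co-cultured with adipocytes, though a hand-written list of such genes did not pass the test against all other genes. Of 24 tested genes of glycolysis and glucose uptake, 9 were higher, 4 were lower and 11 did not pass the test (9 higher and 4 lower when adjusted over the list alone). Their median log2 change was 0.18 (camera adjusted p = 0.262). The list passed in fry (adjusted p = 5.3e-04), which compares it with no other genes. The rises were led by ALDOC, which went from 7.94 ± 0.225 to 82.6 ± 2.97 CPM (mean ± SD, n = 3 libraries each), ENO2, from 7.73 ± 0.498 to 63.2 ± 8.48 CPM, and ALDOA, with a log2 change of 1.85 (standard error 0.092, adjusted p = 7.9e-07 from limma). The lactate transporter SLC16A1 fell (-0.99). ALDOC and ENO2 also belong to the hypoxia-induced genes. The list is not one of the gene sets behind Fig. 4A.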

Upon incubation with adipocytes or adipocyte-conditioned medium MCF-7 cells consumed more glucose (Fig. 4B) and presented a higher extracellular acidification rate (ECAR) (Fig. 4C), indicative of an increased glycolysis. In contrast, d3T3L1 CM did not modify several parameters related to mitochondrial activity such as basal, ATP-linked or maximal respiration (Fig. 4D). Remarkably, MCF7 treated with adipocytes CM generated more reactive-oxygen species (ROS) (Figs 4E and F), a rise that was more evident after 6 hours of incubation (Fig. 4E). This ROS increase was not inhibited by ETO or BMS (Supplementary Fig. 5A), further suggesting that is not caused by mitochondrial FA oxidation. Therefore, the increase in tumor cell migration caused by adipocytes was accompanied with an elevated glucose utilization and cytoplasmic ROS generation.

### ROS generation is required for tumor migration and invasion

We assessed the role of generated ROS in tumor cell activation. For this, we used N-acetyl-cysteine (NAC), a well-known ROS scavenger. As expected, this compound decreased ROS in MCF7 cells (Supplementary Fig. 5B). NAC, as well as two other ROS quenchers, Tocopherol and Trolox (Supplementary Fig. 5C), significantly inhibited adipocyte-induced Snail1 expression in MCF7 cells (Figs 5A-C). The stimulation of SNAI1 or other genes stimulated by adipocytes was also affected by NAC (Fig. 5D). NAC, Trolox and Tocopherol also decreased 3T3L1-induced MCF7 invasion and migration (Figs 5E-H).

We considered that the increase in ROS might be consequence of an elevation in the expression of NADH oxidases (NOX). Among the four NOX proteins, only NOX1 and NOX5 were detected in MCF7 cells; expression of these genes was up-regulated by co-culture with adipocytes (Fig. 6A). NOX1 activator NOXA1 was also increased in these conditions. The stimulation in the expression of these mRNAs was not affected by BMS (Fig. 6A), indicating that was independent on FA metabolism, in accordance with the results obtained when ROS levels were determined (see Supplementary Fig. 5A).

Diphenyleneiodonium (DPI), a well characterized NOX inhibitor (22, decreased ROS generation and Snail1 expression induced by adipocyte co-culture (Figs 6B and C). Expression of other genes associated to the EMT and stimulated by adipocytes was also affected the inhibitor (Fig. 6D). DPI also prevented the increase in MCF7 migration and invasion induced by co-culture with 3T3L1 adipocytes (Figs 6E and F).

We also genetically depleted NOX in tumor cells. For these experiments we used murine AT3 cells since the murine genome does not contain the NOX5 gene 23. Similar to MCF7 cells, co-culture with adipocytes increased the expression of Snail1 and other mesenchymal genes in AT3 cells. This induction was prevented by NAC Supplementary Fig. 6A). Nox1 was also stimulated but was not sensitive to NAC. We reduced Nox1 expression in AT3 using a specific shRNA (Supplementary Fig. 6B). This Nox1 drop blunted the ROS increase induced by co-incubation of AT3 with adipocytes (Fig. 7A). Expression of Snail1 and other mesenchymal markers was also decreased to a similar extent by shNox1 than by NAC addition (Fig. 7B). AT3 migration was stimulated by 3T3L1 adipocytes; this increase was prevented by addition of NAC or by Nox1 down-regulation (Fig. 7C).

## Discussion

This article investigates how a TME cellular component, adipocytes, promotes tumor cell migration and invasion. Our experimental model, in which adipocytes and tumor cells were cultured in different chambers of a Transwell, reveals that both cell types cross-talk. First, adipocytes dedifferentiate when co-cultured with tumor cells, as demonstrated by the loss of lipids and down-regulation of adipocytic markers. Although the loss of these markers is not total, these dedifferentiated adipocytes start to express genes specific of fibroblasts, mesenchymal stem cells or even macrophage precursors (see Supplementary Fig. 2E). A similar transformation of adipocytes in fibroblast and macrophage-like cells has been observed by other authors (14. Adipocyte dedifferentiation by tumors cells was more extensive when both cells were co-cultured than when adipocytes were treated with conditioned medium of tumor cells. This could be explained by the possibility that MCF7 cells need prior activation by adipocytes in order to secrete factors that promote dedifferentiation. An alternative explanation, although less likely, is that the process is initiated by tumor cells that have migrated into the lower, adipocyte-containing compartment.

Adipocyte loss of neutral lipids was partially but not totally inhibited by Atglistatin, an inhibitor of triglyceride lipase, that prevents FA mobilization from triglycerides 19. This result suggested us that, although adipocytes metabolize triglycerides to FA and secrete these molecules, they might be also losing triglycerides directly, maybe through the secretion of vesicles containing lipid droplets. Accordingly, adipocytes-derived vesicles have been reported to facilitate FA oxidation in tumor cells 24.

Besides undergo this process of dedifferentiation, adipocytes enhance tumor cell migration and invasion. Migration was sensitive to inhibitors of FA transport (BMS) and catabolism (ETO) suggesting that tumor cells require FAs to migrate. Different reports have demonstrated that metastatic tumor cells are particularly addicted to FA metabolism 8, 25, 26. Actually, BMS significantly affects growth of tumor cells *in vivo* 27, 28. However, even in the presence of BMS, adipocytes enhance tumor migration (see Fig. 2). This suggested us that, although FAs are required, an additional adipocyte-derived factor is the main responsible for the enhanced tumor migration. Two other results support this conclusion. First, addition of different FAs did not promote tumor cells migration. Second, in our cellular model tumor cells take these compounds mostly from extracellular medium. Actually, when we assessed the total amount of FAs in the MCF7 cell culture medium, presence of differentiated adipocytes only slightly increased the concentration of the most abundant FAs, such as myristic or palmitic acids. Experiments of FA transfer from adipocytes to tumor cells also showed that this transfer is low. Therefore, we conclude that the main effect of adipocytes in our cellular model consists in promoting a partial EMT and migration. Although FA metabolism by tumor cells is required for this process, these compounds are mostly taken from the CM.

This adipocyte-induced partial EMT of tumor cells is characterized by a slow increase in Snail1 and other mesenchymal markers. Similar to migration, this increase in the expression of Snail1 and other genes requires FAs since it is partially inhibited by BMS and ETO. It remains to be investigated how FA oxidation impacts on Snail1 expression.

Moreover, adipocytes elevated tumor cells glucose utilization and glycolysis but did not alter their mitochondrial activity, in accordance with previous results 29. We also observed a higher production of ROS, that is not a consequence of FA metabolism since it is not inhibited by BMS or ETO. Alternatively, ROS increase is produced by the action NOX proteins 1 and 5 that are up-regulated by co-culture with adipocytes. A similar rise of NOX5 in tumor cells has been reported by other authors 30. However, we cannot discard that in other cellular systems other NOX proteins (i.e. NOX4) might also play a role. NOX are required for ROS generation and for the increase in Snail1 and other mesenchymal markers. Accordingly, a NOX inhibitor prevents the up-regulation of EMT markers in tumor cells stimulated by adipocytes and the increase in tumor migration and invasion. Similar effects were observed genetically depleting NOX1 in murine cells, that lack NOX5. However, it is not known yet how NOX expression is up-regulated by adipocytes and if this involves specific cytokines. In any case, it is not sensitive to inhibitors of FA metabolism. Therefore, Snail1 expression, cell migration and invasion are dependent on two specific pathways: one dependent on FA metabolism and another driven by NOX-dependent ROS generation.

In accordance to these results, inhibitors of FA metabolism and NOX are being actively pursued for clinical use. Regarding FAs, many different inhibitors of their uptake and metabolism have been characterized 31. Although most are in preclinical phases, some as denifastat are in clinical trials 32. The NOX4 inhibitor setanaxib (GKT137831) is the first compound to advance to cancer clinical trials for the treatment of metastatic squamous carcinoma of head and neck 33. Moreover, the effect of this compound on the activation of cancer-associated fibroblasts 34, 35, a process with many mechanistic similarities to EMT, suggests that this compound might be useful in many other neoplasms.

Our study presents several limitations. For instance, our hypothesis should be verified in *in vivo* tumorigenesis experiments. Studies performed generating mammary gland tumors in NOX1-depleted animals should be very informative. Moreover, some mechanistic aspects need to be better investigated. It is not known how ROS regulates the expression of Snail1 and other mesenchymal markers. It has been proposed that ROS might activate HIF1 expression and activity 29, and HIF signaling has already been associated to EMT 36. Indeed, in our cellular model expression of genes stimulated by hypoxia is increased in tumor cells by incubation with adipocytes (see Fig. 3b). However, Snail1 up-regulation in hypoxia is mostly post-translational 37, 38, whereas a substantial increase in Snail1 RNA is detected in our conditions. Alternatively, or additionally, Snail1 activation by ROS has been reported to be mediated by NF-κB 39, a factor that stimulates Snail1 transcription and protein stability 40, 41. ROS can also promote the activation of Akt 42, a protein kinase that stimulates the expression of Snail1 and other mesenchymal markers 43. These pathways might be inter-related since NF-kB can be activated by Akt 44. In any case, further research is needed to elucidate the role of ROS in EMT in this and other cellular models and characterize its downstream effectors required for EMT and tumor invasion.

## Supplementary Material

Supplementary materials and methods, figures and tables.

## Figures and Tables

**Figure 1:**
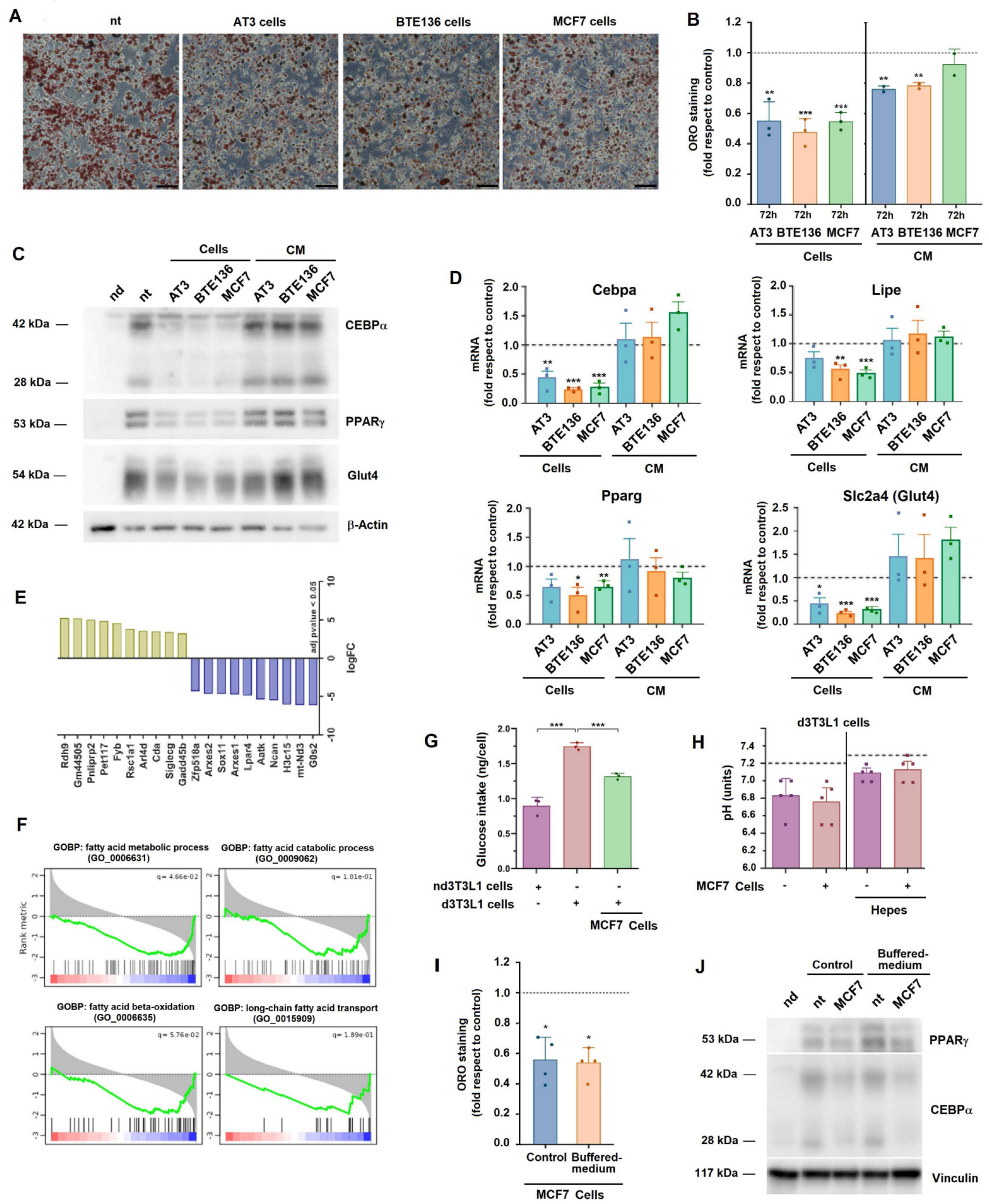
** 3T3L1 adipocytes dedifferentiate when co-cultured with tumor cells.** 3T3-L1 adipocytes were co-cultured with AT3, BTE136, or MCF7 cells for three days or with conditioned medium (CM) derived from these cells. Lipid loss was assessed by ORO staining (**A**) and quantified using ImageJ (**B**); expression of adipocytic markers, by western blot (**C**) or RT-PCR (**D**). In A, scale bar represents 50 μm. In B and D, the control corresponds to non-co-cultured adipocytes. In **E**, bulk RNA was collected from differentiated 3T3L1 adipocytes co-cultured with MCF7 cells when indicated, sequenced and analyzed. The most significantly modified genes in cocultured versus control adipocytes are shown based on an adjusted p-value < 0.05. **F**, GSEA analysis of GOBPs related to fatty acid metabolism. **G**, glucose consumption was assessed as indicated in Methods from not-differentiated (nd) or differentiated (d) 3T3L1 adipocytes cultured with MCF7 when indicated. **H**, the pH of the adipocyte extracellular medium was determined before or after co-culture with tumor cells, in regular DMEM medium or in medium supplemented with 25 mM Hepes pH 7.4. The line indicates the initial pH of cells in both conditions. Lipid loss (**I**) or expression of adipocytic markers (**J**) were quantified as above from adipocytes incubated with MCF7 in regular of Hepes-supplemented medium. In B, D, G, H and I, the average ± SEM of at least three independent experiments is shown. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

**Figure 2:**
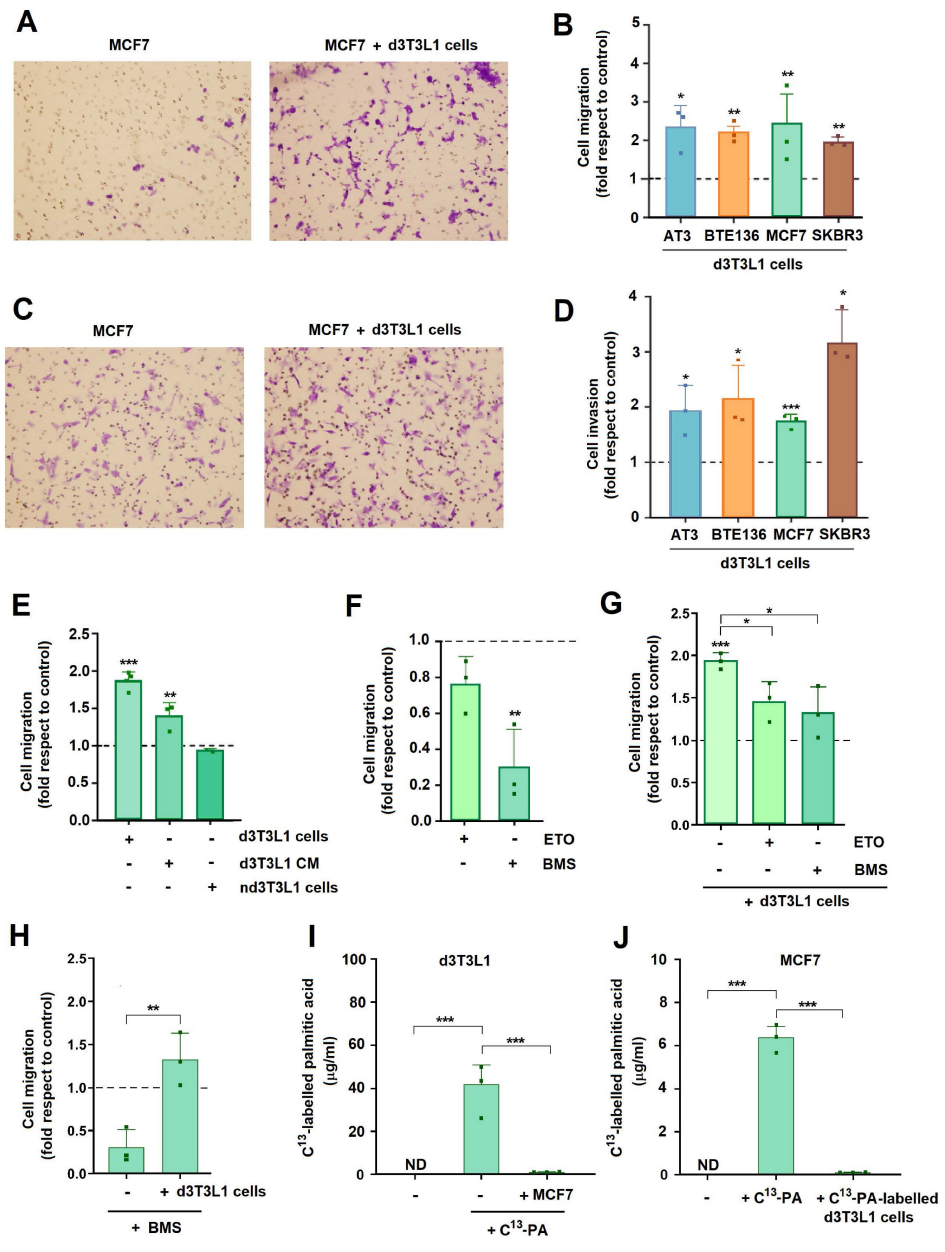
** Adipocytes enhance tumor cell invasion and migration.** Representative images of migration (**A**) or invasion (**C**) of tumors cells in Transwells; when indicated, differentiated 3T3L1 (d3T3L1) were present in the lower chamber. The quantification of different experiments is shown in **B** and **D**. Other migration experiments are presented in **E-H**. Controls represent the migration or invasion of tumor cells in the absence of adipocytes. Etomoxir (ETO) or BMS 309403 (BMS) were added at 30 or 20 μM, respectively. **I**, adipocytes were labelled for three days with ^13^C-palmitate (PA) when indicated; then, cells were incubated in control conditions or with MCF7 for three additional days and remaining ^13^C-palmitate was determined. **J**, MCF7 cells were incubated with ^13^C-palmitate -labelled adipocytes or directly with this fatty acid when indicated. ^13^C-palmitate was determined in these cells after three days of co-culture. The average ± SEM of at least three independent experiments is shown. ND, not detectable; *, p < 0.05; **, p < 0.01; ***, p < 0.001.

**Figure 3:**
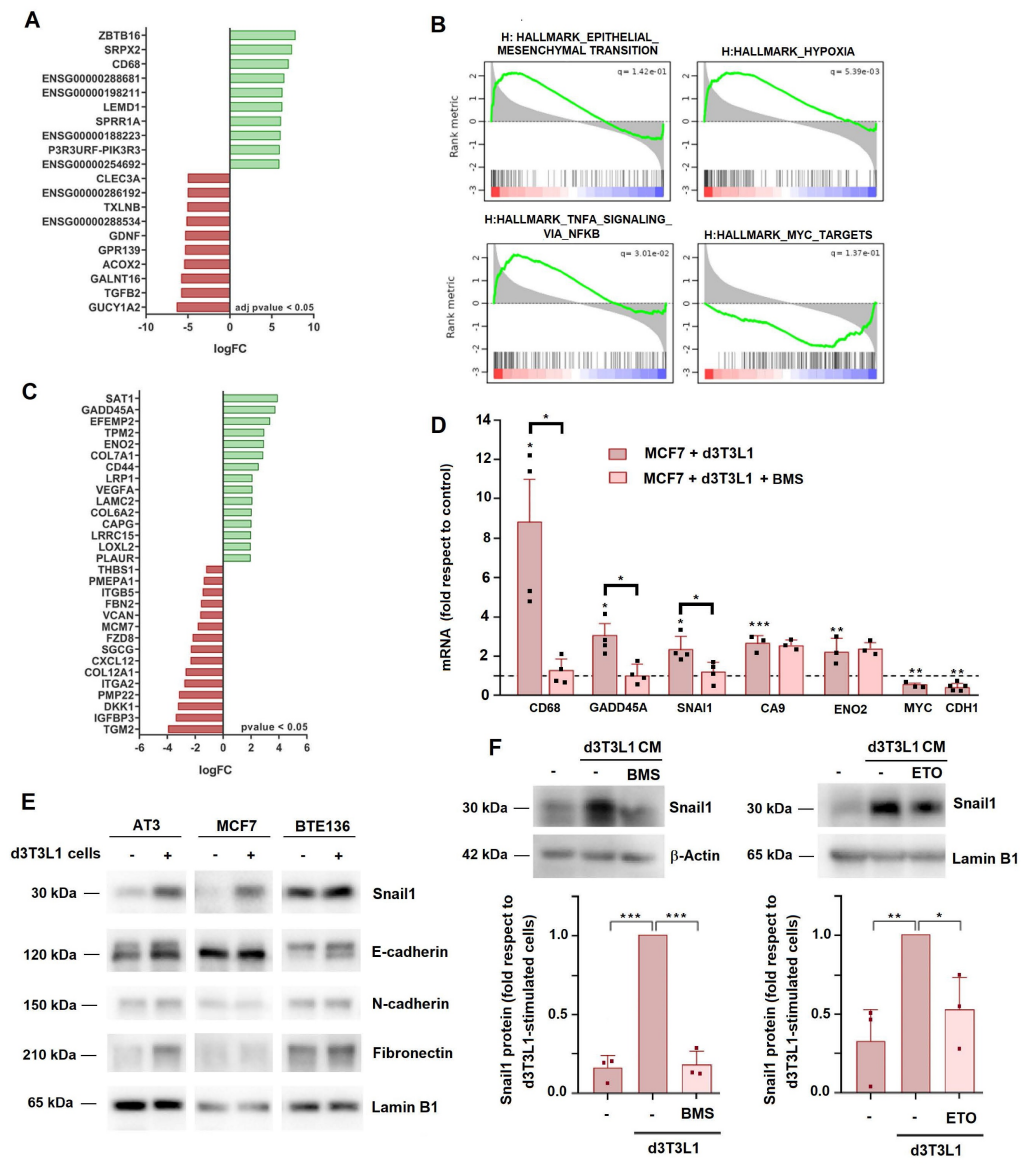
** Adipocyte co-culture promotes a partial EMT in tumor cells.** MCF7 cells were co-cultured with d3T3L1 adipocytes for three days. Total RNA was collected, mRNA sequenced and analyzed. The most significantly modified genes in adipocyte-cocultured versus control MCF are shown in **A**, GSEA of the top modified hallmarks in **B**, and the genes related to EMT and hypoxia exhibiting the highest differences, in **C**. **D-F**, MCF7, AT3 or BTE136 cells were incubated with differentiated 3T3L1 adipocytes (or with CM from these cells) for three days and levels of the indicated proteins (E, F) or RNAs (D) were assessed. In D, the control (dashed line) corresponds to untreated MCF7 cells. In F, lower panel, three different western blots as those shown in the upper panel were quantified as described in Supplementary Methods. Values were represented relative to the Snail1 level in MCF7 cells stimulated with CM from differentiated 3T3L1 cells. ETO and or BMS were added at 30 μM and 20 μM, respectively. The average ± SEM of at least three independent experiments is shown. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

**Figure 4:**
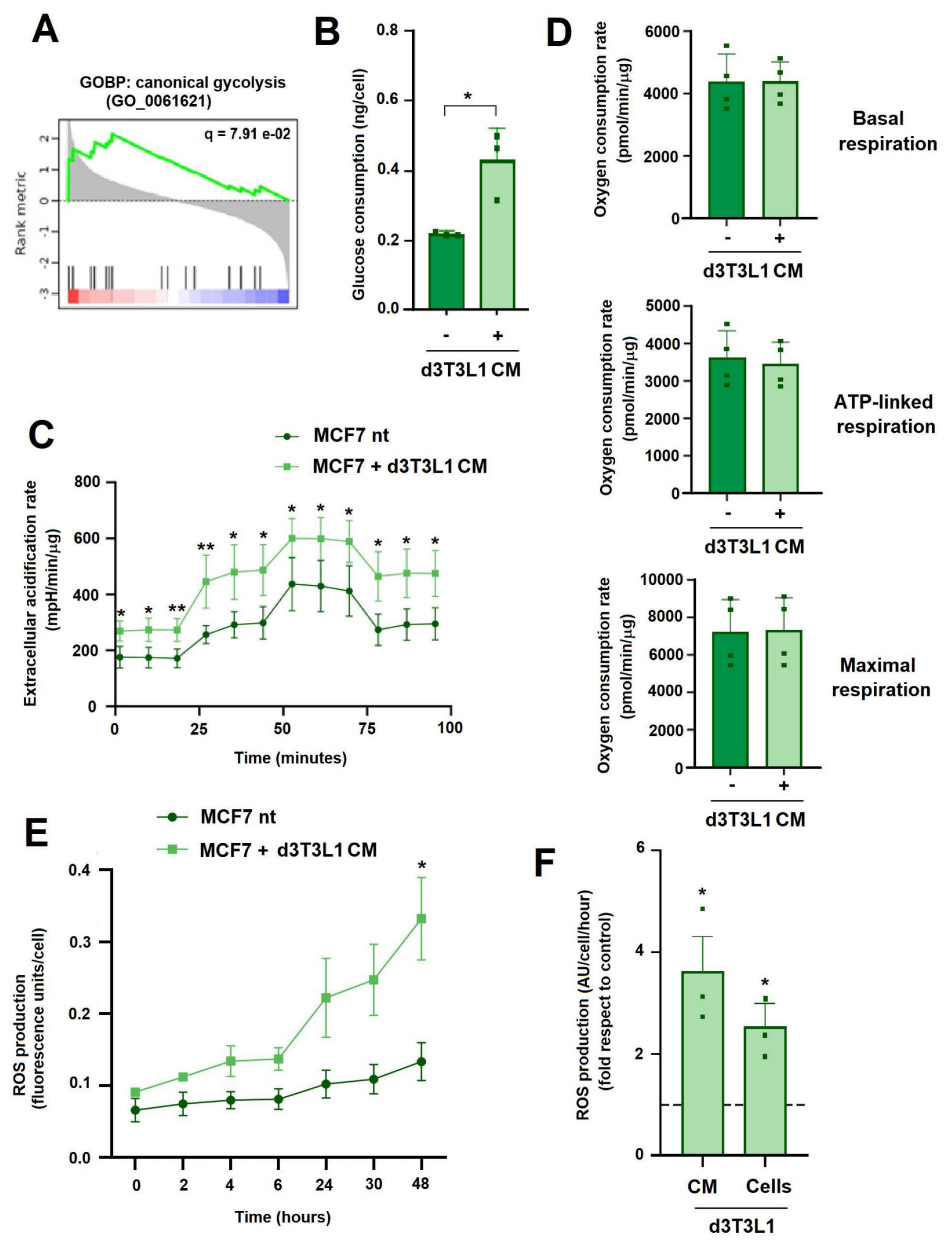
** Adipocytes increase ROS production in tumor cells. A,** GSEA of the top modified GOBPs with an FDR < 0.2.** B,** glucose concentration was determined in the cellular medium of MCF7 cells co-cultured with d3T3L1 CM for three days. **C-D**, Seahorse determinations of extracellular acidification rate, basal respiration, ATP-linked respiration or maximal respiration in MCF7 cells treated for three days with d3T3L1 CM. **E**, kinetics of ROS generation in MCF7 treated with d3T3L1 CM. **F**, ROS production was determined in MCF7 after two days of culture with d3T3L1 CM or with these cells. The average ± SEM of three independent experiments is shown. *, p < 0.05; **, p < 0.01.

**Figure 5:**
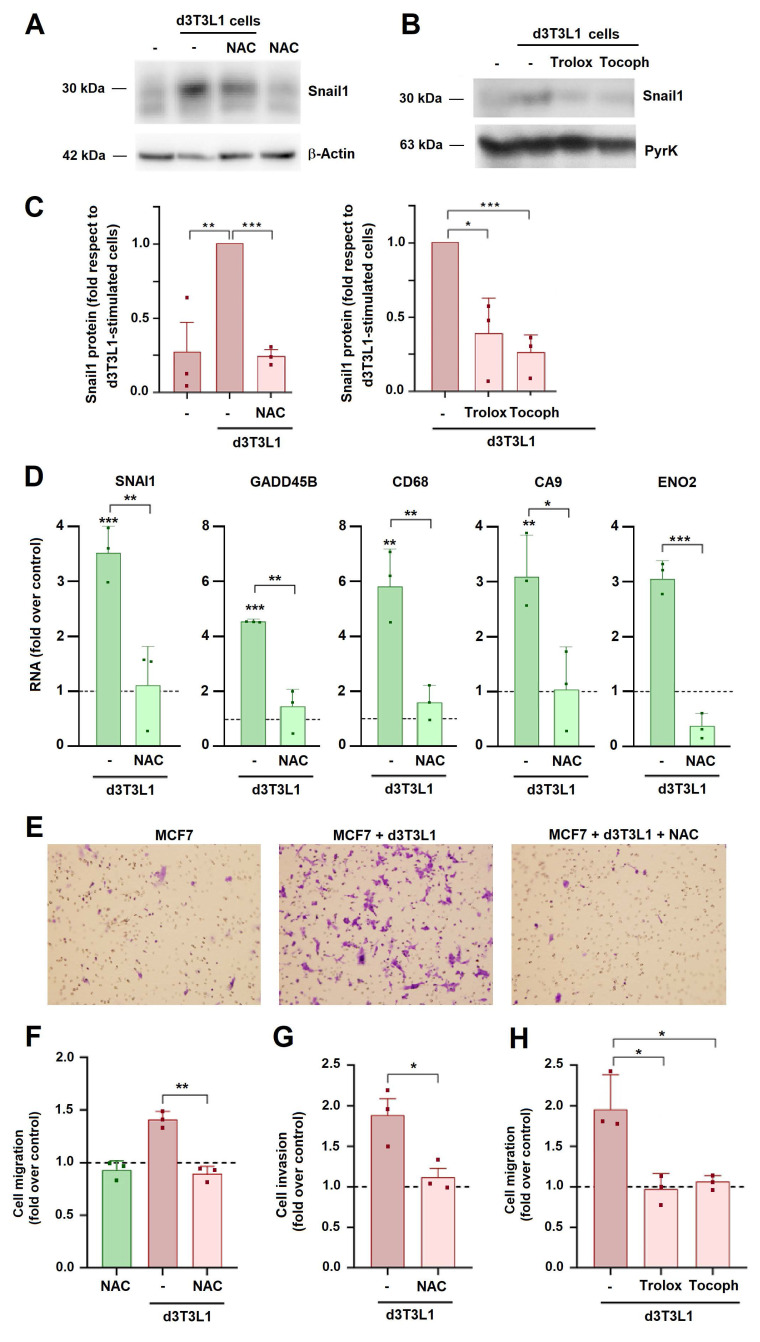
** N-acetyl-cysteine (NAC) prevents adipocyte effects on MCF7.** MCF7 cells were co-cultured with d3T3L1 for three days in the presence of NAC (1 mM), Trolox (10 μM), or Tocopherol (10 μM) and Snail1 protein (**A-C**) or the indicated RNAs (**D**) were analyzed. In C, the quantification of three different western blots is presented; the control corresponds to the value obtained in MCF7 cells stimulated with 3T3L1 adipocytes. Migration (**E, F, H**) or invasion (**G**) of MCF7 cells was assessed after three days of co-culture with adipocytes and with the indicated treatments. The control corresponds to MCF7 cultured in DMEM medium. Representative images of a migration experiment are shown in E. The average ± SEM of at least three independent experiments is shown. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

**Figure 6:**
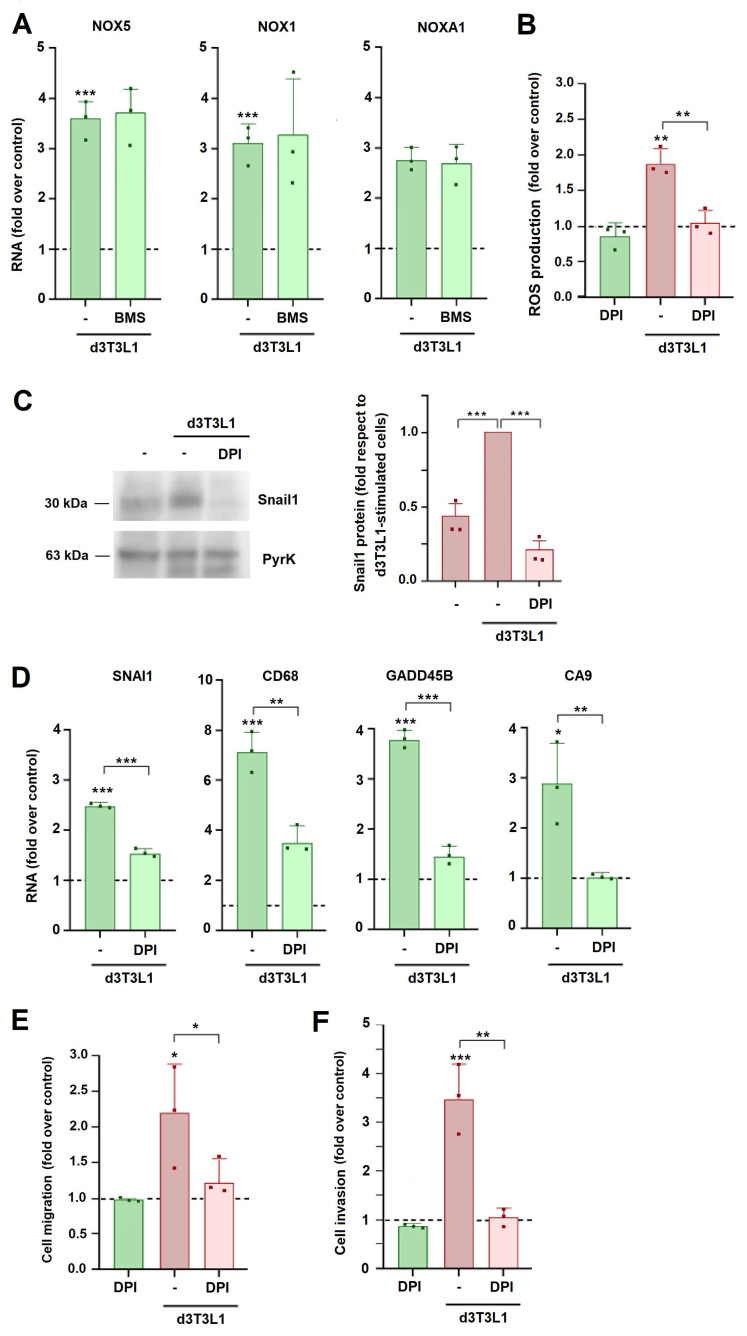
** NOX activity is required for adipocyte-induced MCF7 partial EMT and migration.** MCF7 cells were cultured with d3T3L1 in the presence of BMS (20 μM) or DPI (0.5 μM) when indicated; RNA expression (**A, D**), ROS (**B**), Snail1 protein (**C**), migration (**E**) and invasion (**F**) were assessed. In C, the right panel corresponds to the quantification of three different western blots. The control corresponds to MCF7 cultured in DMEM medium. The average ± SEM of at least three independent experiments is shown. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

**Figure 7:**
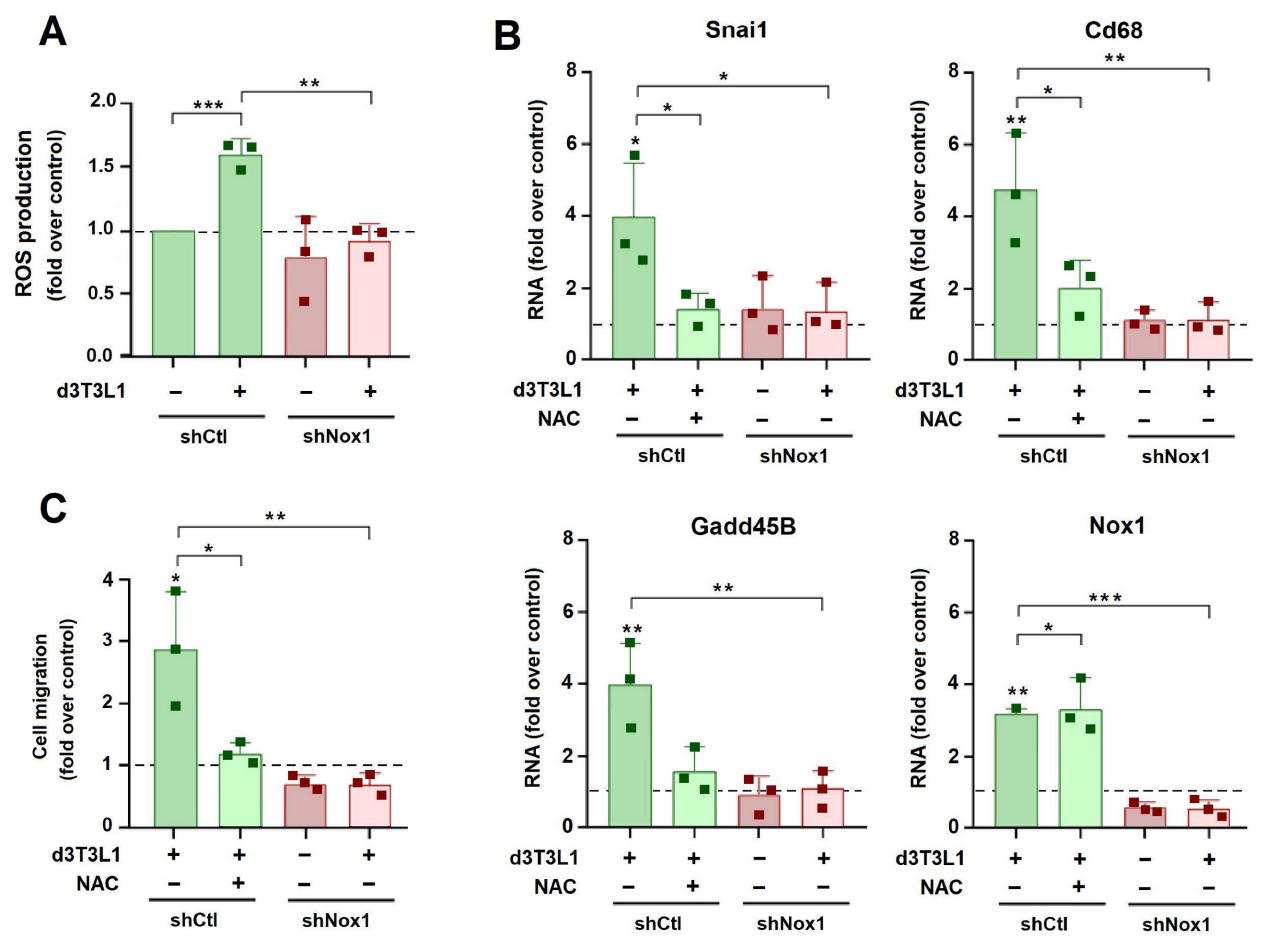
** Nox1 is required for adipocyte-induced EMT and migration of AT3 cells.** AT3 cells, either transfected with shCtl or shNox1 (sh1.4), were cultured with d3T3L1 and NAC (1 mM) when indicated, and ROS (**A**), the indicated RNAs (**B**) or cell migration (**C**) were determined. The control corresponds to AT3 cells transfected with shCtl and cultured in DMEM medium. The average ± SEM of at least three independent experiments is shown. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

## Data Availability

All the data generated during the current study are available from the corresponding author on reasonable request.

## Abbreviations

ATGL: triglyceride lipase inhibitor Atglistatin
BMS: fatty acid binding protein inhibitor BMS-309403
CAA: cancer-associated adipocyte
CEBPα: CCAAT/enhancer-binding protein alpha
CM: conditioned medium
d3T3L1: differentiated 3T3L1 cells
DMEM: Dulbecco's modified Eagle's medium
DPI: NOX inhibitor diphenyleneiodonium
EMT: epithelial-to-mesenchymal transition
ETO: fatty acid oxidation inhibitor Etomoxir
FA: fatty acid
FABP: fatty acid binding protein
FBS: fetal bovine serum
NAC: N-acetyl cysteine
PBS: phosphate-buffered saline solution
NOX: NADPH oxidase
ORO: Oil Red O
PPARɣ: peroxisome proliferator-activated receptor
ROS: reactive oxygen species
SDS: sodium dodecyl sulphate
SRM: Selected Reaction Monitoring
TME: tumor microenvironment

# Supplementary material for: A crosstalk between tumor cells and adipocytes facilitates tumor cell migration and invasion
**Source:** Int J Biol Sci. 2026 Mar 4;22(6):3272–87. doi: 10.7150/ijbs.117604
**Supplement:** Supplementary file 1 — Supplementary materials and methods, figures and tables.

A crosstalk between tumor cells and adipocytes facilitates tumor cell migration and invasion

Laura Garrido-Jiménez, Beatriz del Valle-Pérez, Javier Pastor, Élica Alechaga, Aleix Sala-Vila, Óscar J. Pozo, Raúl Peña, and Antonio García de Herreros

Supplementary Materials and Methods

Fatty acid analysis. Cell supernatants were collected and stored at -80°C until fatty acid analysis, which was performed at Hospital del Mar Research Institute (Barcelona, Spain). Samples were spiked with the internal standard (ISTD) glyceryl trinonadecanoate (Avanti, Merck) into a chloroform-resistant Eppendorf. Lipids were extracted with chloroform–methanol (2:1, v/v) containing butylated hydroxytoluene (50 mg/ml) and evaporated to dryness under N₂ at 37°C. The lipid extract was re-dissolved in toluene and transferred to a screw-cap test-tube. Fatty acid methyl esters (FAMES) were prepared by incubation with acidified methanol, as described (1). FAMES were analyzed by gas chromatography/electron ionization mass spectrometry (GC-MS), using an Agilent 6890N GC equipped with an Agilent 7683 autosampler and an Agilent 5973N mass spectrometry detector. FAMES were separated with a J&W DB-FastFAME capillary column (30 m × 0.2 mm × 0.25 µm film thickness) (Agilent). Injections of 1 µL were performed (split ratio 25:1). FAMES were quantified using the selected ion monitoring (SIM) mode. Based on the work of Thurnhofer and Vetter (2), several m/z ions common to saturated, monounsaturated, and polyunsaturated FAMES were monitored. Twelve mixtures of FAME external calibration standards, spiked with C19:0-methyl ester in an equivalent amount to that included in samples as ISTD, were prepared by diluting FAME mix certified reference material (Supelco 37 Component FAME Mix, Merck) in hexane. The concentrations of 24 different FAMES in the samples were calculated by linear regression of the peak area ratio relative to that of the ISTD. Fatty acid concentration was expressed as mg/l of supernatant.

RNA isolation and analysis. RNA was obtained using RNeasy Mini Kit (Qiagen, 74106), retrotranscribed and analyzed by quantitative PCR (RT-PCR) in triplicate using *HPRT* as control. The list of the primers used is provided in the Suppl Table 1.

Protein analysis by western blot. Cells were scraped from the plate and lysates were obtained using sodium dodecyl sulfate (SDS) lysis buffer (50 mM Tris pH 7.5, 10% Glycerol, 2% SDS) and electrophoresed on 10% SDS-PAGE gels with TGS buffer (25 mM Tris pH 8.3, 192 mM glycine, 0.1% SDS). Gels were then transferred to polyvinylidene difluoride membranes (Merck Millipore) after activating them with methanol, and washed with transfer buffer 1X (25 mM Tris pH 8.3, 192 mM glycine, 10% methanol). After blocking in TBS-T (TBS 0.1% Tween-20) with 1% BSA, the blots were probed with the specified primary antibodies (See Suppl Table 2) and HRP-conjugated secondary antibodies (goat anti-mouse, Invitrogen, 31430; or goat anti-rabbit, Abcam, ab205718). After three washes with TBS-T after antibodies incubation, the blots were incubated with Immobilon® Western Chemiluminiscent HRP Substrate (Merck Millipore) and visualized using (Uvitec Cambridge Alliance Q9 Chemiluminiscent Imager). When indicated, protein levels were quantified using ImageJ software, normalized to the loading control and represented versus the value of d3T3L1-stimulated MCF7 cells.

Migration and invasion assays. Migration and invasion assays were performed using the Boyden chamber system as described (3). For migration assays, 1×10^5 tumor cells were resuspended in DMEM plus 0.1% FBS in a final volume of 150 μ l, seeded on 8 μ m-pore size transwells (3422, Costar) and incubated for 48 h. For invasion assays, transwells were first coated with 50 μ l of Matrigel (0.5 μ g/ μ l) (354230, Cultek) and incubated for at least 30 min at 37°C. In both migration and invasion assays, DMEM 10% FBS was used as chemoattractant in the lower compartment with or without differentiated 3T3L1 cells.

After 48 h, cells were fixed with 100% cold MetOH for 20 min at -20°C. Non-migrating and non-invading cells were removed from the upper compartment of the transwell with a cotton swab. Migrating and invading cells were stained with Crystal Violet for 15 min at room-temperature. After three washes with PBS, the membrane was cut with a scalpel and cells were rinsed with 30% acetic acid (300 µl). Absorbance was analyzed at 590 nm in an Infinite M200 Microplate Reader (Tecan).

Cell proliferation assays. 2×10^3 AT3 cells, 1.5×10^3 BTE136 cells or 2.5×10^3 MCF7 cells were seed in 96 well plates. After 24 h, media was removed and DMEM (plus 10% FBS) or d3T3L1 CM (10% FBS) was added. After three days, proliferation was assessed by Crystal Violet staining. Media was removed, cells were washed three times with PBS and fixed with 100% cold MetOH for 20 min at -20°C. After three washes with PBS, cells were incubated with 0,25% Crystal Violet for 15 min at room temperature. Finally, stained cells were washed three times with PBS and rinsed with 30% acetic acid (200 µl). Absorbance was analyzed at 590 nm in an Infinite M200 Microplate Reader.

References:

1. Burdge GC, Wright P, Jones AE, Wootton SA. A method for separation of phosphatidylcholine, triacylglycerol, non-esterified fatty acids and cholesterol esters from plasma by solid-phase extraction. Br J Nutr. 2000, 84: 781-7.
2. Thurnhofer S, Vetter W. A gas chromatography/electron ionization-mass spectrometry-selected ion monitoring method for determining the fatty acid pattern in food after formation of fatty acid methyl esters. J Agric Food Chem. 2005, 53: 8896-903.

3. Alba-Castellón L, Olivera-Salguero R, Mestre-Farrera A, Peña R, Herrera M, Bonilla F, et al. Snail1-Dependent Activation of Cancer-Associated Fibroblast Controls Epithelial Tumor Cell Invasion and Metastasis. *Cancer Res.* 2016, 76, 6205-17.

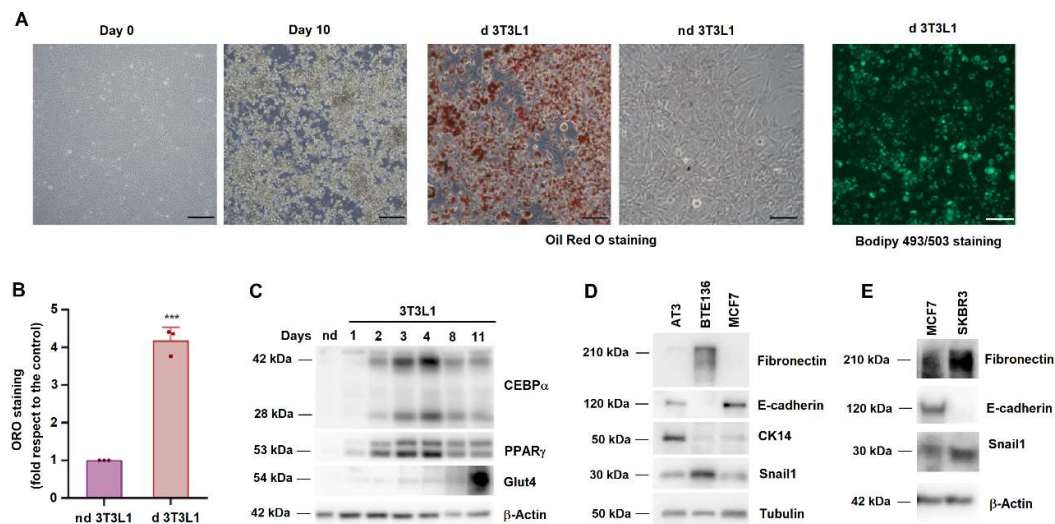

Suppl. Figure 1. **Cellular model used in this work.** The differentiation of 3T3L1 cells was induced when the cells reached confluence as indicated in Methods. Lipid accumulation was assessed in cells at day 12 with ORO and Bodipy 493/503 staining (**A, B**). In **C**, presence of adipocytic markers was analyzed by Western blot. The expression of mesenchymal or epithelial markers in the tumoral cell lines used is shown in **D** and **E**. nd, not differentiated adipocytes; d, differentiated adipocytes. In **A**, the scale bar corresponds to 50 μ m. In **B**, the average $\pm$ SEM of three independent experiments is shown. ***, $p < 0.001$.

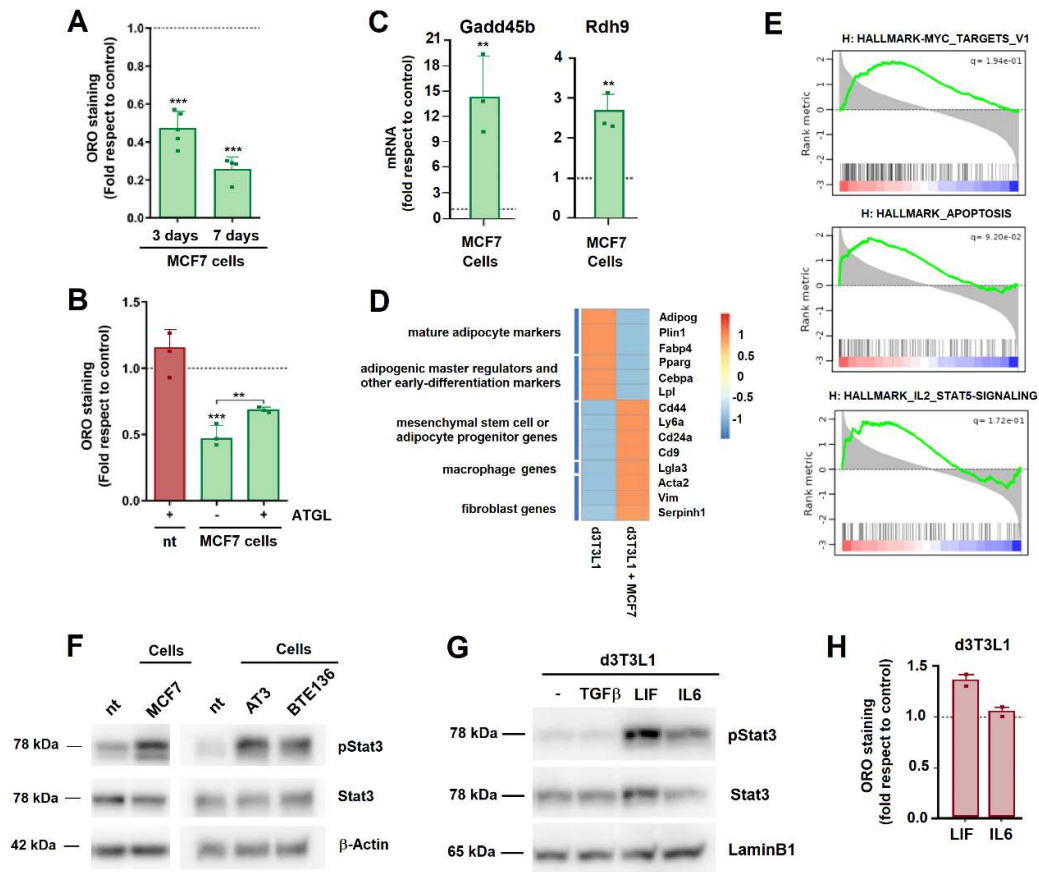

Suppl. Figure 2. **3T3L1 adipocytes de-differentiate in co-culture with tumor cells.**

3T3L1 adipocytes (d3T3L1) were cultured with MCF7 breast tumor cells for 3 (**A-E**) and 7 days (**A**). Lipid loss was assessed by ORO staining and quantified with ImageJ (A-B). Atglistatin (ATGL, 50 μ M) was added when indicated. The dotted line corresponds to the value obtained in untreated adipocytes. In C, total RNA was obtained from adipocytes and analyzed by RT-PCR. The relative expression in MCF7-co-cultured versus control adipocytes (dotted line) is shown. The p value was calculated versus control cells except when ATGL was added in B. D, Heatmap depicting gene expression levels of mature adipocyte markers, early differentiation markers, adipocyte progenitor markers, and macrophage markers, and compared with genes expressed in 3T3-L1 adipocytes either non-co-cultured or directly co-cultured with MCF7 cells for 3 days. E, GSEA analysis of GOBPs related to the top modified hallmarks (H) with an FDR < 0.2. **F**, Stat3 phosphorylation was analyzed by WB in tumor cell-co-cultured

versus control 3T3L1 adipocytes. **G-H**, 3T3L1 adipocytes were treated with TGF β , IL6 or LIF for 3 days. Stat3 activation was assessed by Western blot (G) and lipid loss by ORO staining (H) as above. The average $\pm$ SEM of at least three independent experiments is shown in A-C; the average $\pm$ range of two, in H. **, $p < 0.01$; ***, $p < 0.001$.

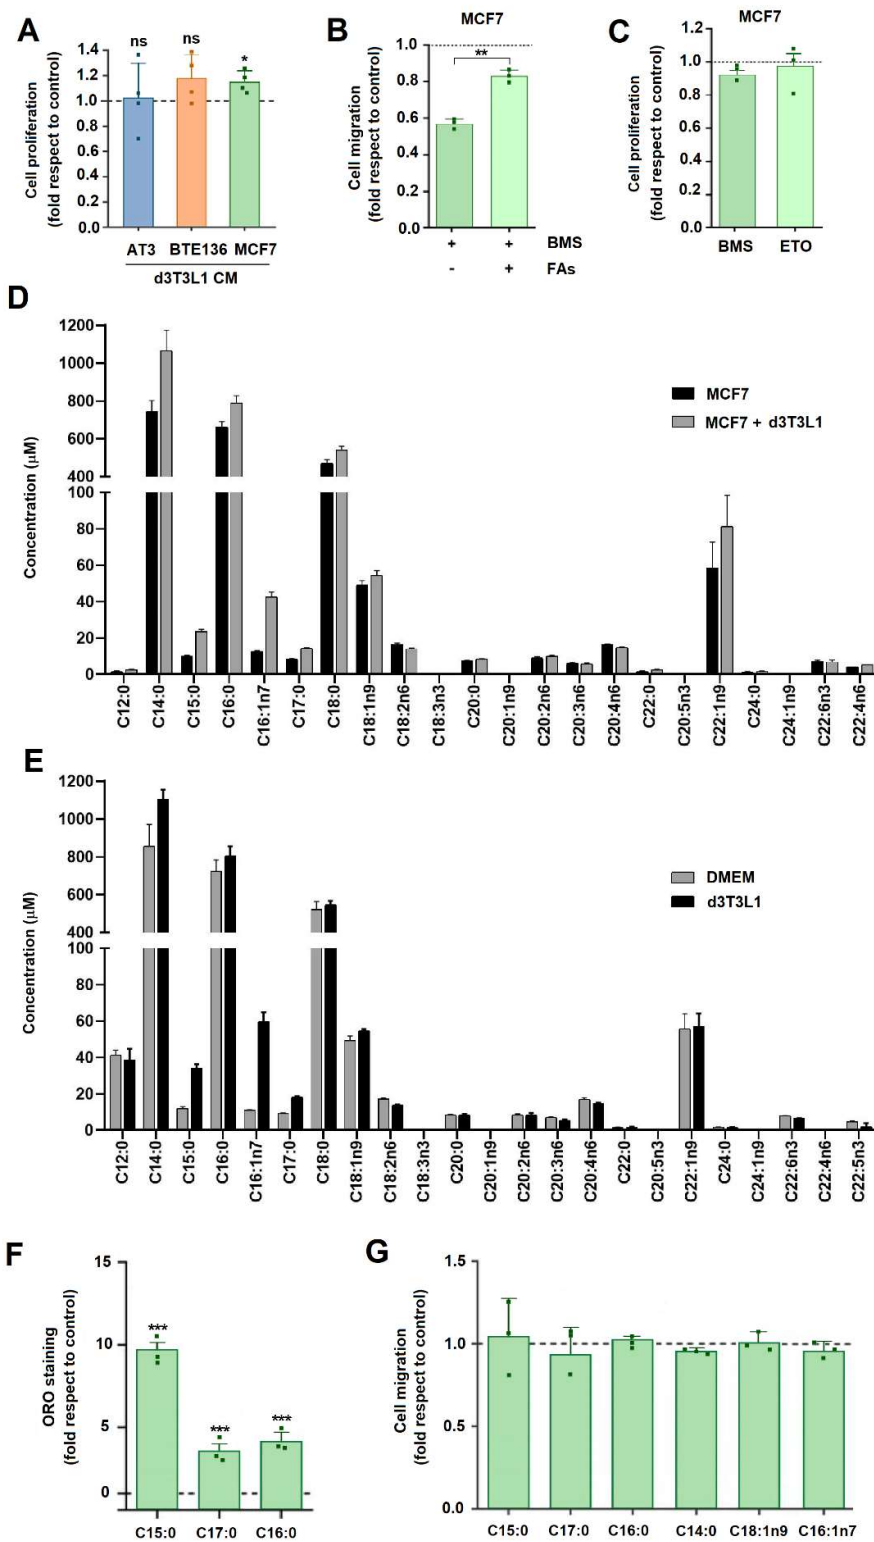

Suppl. Figure 3. **FAs do not promote tumor cell migration.** AT3, BTE136, and MCF7 cells were cultured with adipocytes conditioned medium (CM) (**A**) or treated with

Etomoxir (ETO, 30 μ M) or BMS (20 μ M) for 3 days (**C**). In **A**, proliferation was assessed by Crystal Violet staining. **B**, MCF7 cell migration was assessed as indicated in Methods in the presence of BMS (20 μ M) and a mixture of FAs (C15:0, C17:0, C16:0, all 50 μ M) for 48 h. **D-E**, the FA content of conditioned media from control MCF7, MCF7 co-cultured with differentiated 3T3L1 for 2 days, differentiated 3T3L1 cells or control DMEM was analyzed using GC-MS (see Suppl. Methods). The average of three independent experiments is shown. **F**, MCF7 cells were treated with the indicated FA (50 μ M) for 2 days. Lipid accumulation was assessed using ORO staining and quantified after elution with isopropanol. **G**, MCF7 cell migration was measured after adding the indicated FA for 2 days. In **A-C** and **F-G**, the control corresponds to untreated MCF7 cells. ns, not significant; *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$.

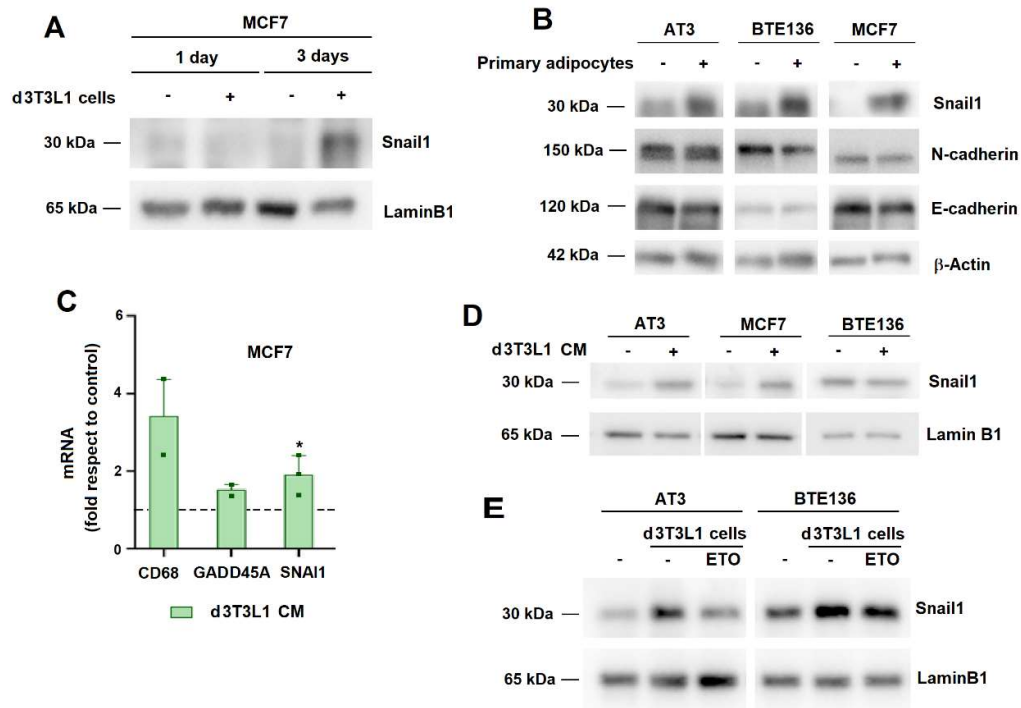

Suppl. Figure 4. **3T3L1 adipocytes increase Snail1 expression in tumor cells.** The indicated cells were co-cultured with differentiated 3T3L1 (d3T3L1) (**A**, **E**), with CM derived from these cells (**C**, **D**) or with primary adipocytes (**B**) for 3 days. When indicated, Etomoxir (ETO, 30 μ M) was added. In C, the control corresponds to untreated MCF7 cells; the average $\pm$ SEM of three experiments (SNAI1), or $\pm$ the range of two experiments (CD68, GADD45A) is shown. *, $p < 0.05$.

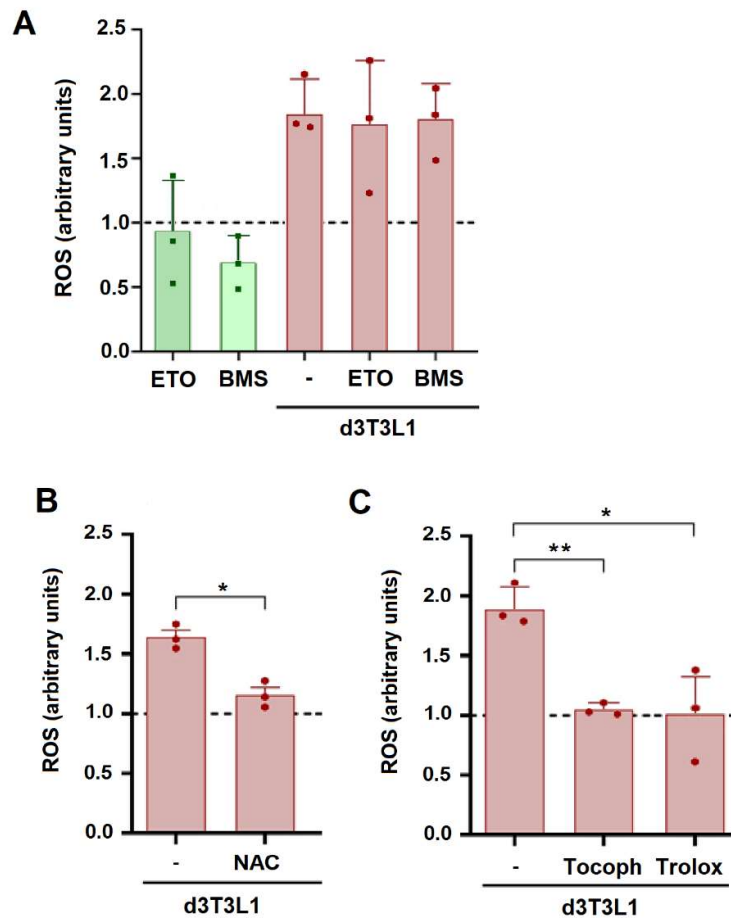

Suppl. Figure 5. **Co-culture with 3T3L1 adipocytes increases ROS production in MCF7 cells.** ROS production was assessed in MCF7 cells co-cultured with adipocytes for 3 days. When indicated, NAC (1 mM), Tocopherol (10 μ M), Trolox (10 μ M), Etomoxir (ETO, 30 μ M) or BMS (20 μ M) were added. The average $\pm$ SEM of three independent experiments is shown. *, $p < 0.05$; **, $p < 0.01$.

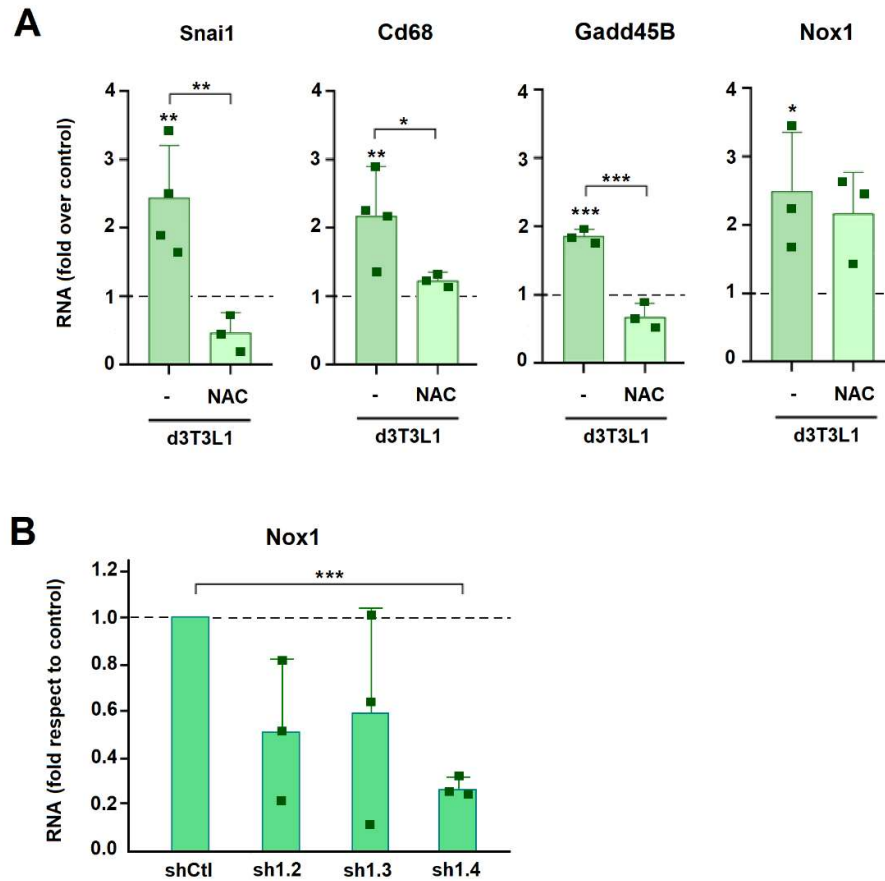

Suppl. Figure 6. **Co-culture with 3T3L1 adipocytes up-regulates mesenchymal gene expression in AT3 cells.** Levels of mentioned genes were determined by RT-PCR in AT3 cells co-cultured with adipocytes for 3 days (**A**) or in control conditions (**B**). When indicated, NAC (1 mM) was added. In B, the effect on Nox1 expression of the different Nox1 shRNAs transfected in AT3 was assessed and referred to cells transfected with shRNA control. The average $\pm$ SEM of three independent experiments is shown. *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$.

Gene	Oligonucleotides
**Murine**	
<i>Cebpa</i>	Fw: 5'-TTCGGGTCGCTGGATCTCTA-3'<br>Rv: 5'-TCAAGGAGAAACCACCACGG-3'
<i>Cd68</i>	Fw: 5'-GGGGCTCTTGGGAACACAC-3'<br>Rv: 5'-GTACCGTCACAACCTCCCTG-3'
<i>Cdh1</i>	Fw: 5'-TTCAACCCAAGCACGTATCA-3'<br>Rv: 5'-ACGGTGTACACAGCTTTCCA-3'
<i>Gadd45b</i>	Fw: 5'-TAGAGGAACGCTGAGACCCA-3'<br>Rv: 5'-TCCCAGAAGGTATCACGGGT-3'
<i>Hprt</i>	Fw: 5'-GGCCAGACTTTGTTGGATTTG-3'<br>Rv: 5'-TGCGCTCATCTTAGGCTTTGT-3'
<i>Lipe</i>	Fw: 5'-GGAGCTCCAGTCGGAAGAGG-3'<br>Rv: 5'-GTCTTCTGCGAGTGTCACCA-3'
<i>Nox1</i>	Fw: 5'-CTCCAGCCTATCTCATCCTGAG-3'<br>Rv: 5'-AGTGGCAATCACTCCAGTAAGGC-3'
<i>Rdh9</i>	Fw: 5'-TGACCATCCCTCCCTGAAAAC-3'<br>Rv: 5'-GACTCACCAACCTAGCAGCA-3'
<i>Slc2a4</i>	Fw: 5'-ATCCGGAACCTGGAGGGGCC-3'<br>Rv: 5'-TGGCTCAGCTGCAGCACCAC-3'
<i>Snai1</i>	Fw: 5'-GCGCCCGTCGTCTTCTCGTC-3'<br>Rv: 5'-CTTCCGCGACTGGGGGTCCT-3'
<i>Pparg</i>	Fw: 5'-GGCTGCAGCGCTAAATTCTT-3'<br>Rv: 5'-TGCGAGTGGTCTTCCATCAC-3'
**Human**	
<i>CA9</i>	Fw: 5'-ATCCACGTGGTTCACCTCAG-3'<br>Rv: 5'-CGATTTCTTCCAAGGCACAC-3'
<i>CD68</i>	Fw: 5'-GGATTCACCAGTTCTGCCCCA-3'<br>Rv: 5'-CCGCCATGTAGCTCAGGTAG-3'
<i>CDH1</i>	Fw: 5'-GAACGCATTGCCACATACAC-3'<br>Rv: 5'-ATTGCGGCTTGTTGTCATTG-3'
<i>ENO2</i>	Fw: 5'-TCCCACTGATCCTTCCCGAT-3'<br>Rev: 5'-TGACCTTGAGCAGCAGACAG-3'
<i>GADD45A</i>	Fw: 5'-CACTGTCGGGGTGTACGAAG-3'<br>Rv: 5'-GTTGATGTCGTTCTCGCAGC-3'
<i>HPRT</i>	Fw: 5'-GGCCAGACTTTGTTGGATTTG-3'<br>Rv: 5'-TGCGCTCATCTTAGGCTTTGT-3'
<i>MYC</i>	Fw: 5'-AACACACAACGTCTTGGAGC-3'<br>Rv: 5'-GCACAAGAGTTCCGTAGCTG-3'
<i>NOX1</i>	Fw: 5'-ACTCTTGGGGTAGGTGTGTG-3'<br>Rv: 5'-GGAGAGAATGGAGGCAAGGG-3'
<i>NOX5</i>	Fw: 5'-GGTGGGTGACTCAGCAGTT-3'<br>Rv: 5'-CAGCACCCCACTCTGTACCTG-3'
<i>NOXA1</i>	Fw: 5'-CTCGATGCAGAGACAGAGGTG-3'<br>Rv: 5'-AGGAGCCTGTTTGCCAACTTGC-3'

<i>SNAI1</i>	Fw: 5'-GTGCCTCGACCACTATGCC-3'<br>Rv: 5'-GCTGCTGGAAGGTAACTCTGG-3'

Suppl. Table 1. Oligonucleotides used in the RT-PCR assays.

**Antibody**	**Host**	**Dilution**	**Reference**	**Supplier**
β -Actin	Rabbit	1:10000	ab8227	Abcam
C/EBP α	Rabbit	1:1000	D56F10	Cell Signaling
Cytokeratin 14	Rabbit	1:1000	ab181595	Abcam
E-cadherin	Mouse	1:2000	610182	Transduction Labs
Fibronectin	Rabbit	1:10000	ab2413	Abcam
Glut4	Rabbit	1:1000	ab33780	Abcam
Lamin B1	Rabbit	1:2000	ab16048	Abcam
N-cadherin	Mouse	1:1000	610920	Transduction Labs
PPAR γ	Rabbit	1:1000	C26H12	Cell Signaling
p-Stat3 (Tyr705)	Rabbit	1:1000	9145S	Cell Signaling
Snail1	Rabbit	1:1000	SN9H2	Cell Signaling
Stat3	Rabbit	1:1000	D3Z2G	Cell Signaling

Suppl. Table 2. Primary antibodies used for Western blot analysis.

How the deposited data were processed for this re-analysis (not part of the article)

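Gene expression was measured by RNA sequencing in differentiated 3T3-L1 adipocytes (d3T3L1) cultured alone or with MCF7 cells, and in MCF7 cells cultured alone or with d3T3L1, with 3 libraries of each of these conditions and 12 libraries in all. The paper's methods give Transwells for the co-culture, while the series' notes and the legend of Supplementary Fig. 2D call it direct, the notes naming a Boyden chamber. The libraries of each cell were deposited in a table of genes of its own species and tested on their own.

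The authors aligned and quantified the reads, and the submitters' processing notes name STAR 2.7.8a, RSEM 1.3.0 and limma, with the genome builds GRCh38, hg38 and GRCm39. How reads with unique molecular identifiers or duplicate reads were treated is not given in the sources used here. The authors deposited log2 values, in which each value is the log2 of counts scaled to a fixed library size (CPM) with a small prior count, for 12131 mouse genes and 14371 human genes. The deposited log2 CPM values include the scaling between libraries that the authors applied, since the library size that the values imply differs from the sum of counts. The lowest value of each column is what a count of 0 takes, and with it every value came back as a whole count within 0.001 (100% of the values of both tables). No column of the tables was left unused.

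The recovered counts summed to 27880239 to 47784366 (median 29833560) in d3T3L1, 30429582 to 33267813 (median 33008881) in d3T3L1 + MCF7, 25938241 to 41201611 (median 26250766) in MCF7 and 25182457 to 30507939 (median 27738419) in MCF7 + d3T3L1. Folds of genes with no count in one condition were given as lower bounds against a floor of 3 counts over the group, and those of genes with 1 to 3 counts with an exact binomial interval at the 95% level. These intervals and floors cover counting error only.

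Genes with a log2 CPM of at least 0 (1 CPM) in at least 3 of the 6 libraries of a table were tested with limma 3.58.1 in R 4.3.3, as a linear model on the deposited log2 CPM with empirical Bayes and an intensity trend. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with 0.05 as the threshold. Gene lists with at least 3 tested members were compared with all other genes by limma's camera with a preset correlation of 0.01 between genes, adjusted over the lists of each cell. The correlation was also estimated for each list as an alternative, and fry tested each list without comparing it with other genes. The lists were written by hand and are not those of the paper's enrichment analysis, so a list and a gene set of like name do not share all members. Some lists hold genes that the paper's figures show from these libraries, so their tests are not fully independent of what the paper shows.

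Genes are named in the text where the paper names them for these experiments. They are also named where they had the 10 largest rises or falls of a comparison, among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between conditions, or as up to 4 members with the largest change of each list. The NADPH oxidase genes are given as well.

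The alternatives were no filter, a stricter filter of at least 4 CPM, a filter on the mean, no intensity trend, a robust spread, voom weights on the recovered counts, median scaling, quantile normalization, a pseudocount of 1 CPM and leaving out each library in turn. A test against a fold of at least 1.5 and a drawing of the counts down to equal depth were added after the data were seen. The tests were tried on simulated data with known changes. In simulated adipocyte libraries limma called 82.1% of 67 genes changed 1.5-fold, 100% of 67 changed 2-fold and 100% of 65 changed 4-fold, among 11994 genes, and 0.0679% of the unchanged genes. In simulated MCF7 libraries it called 72.7% of 66 genes changed 1.5-fold and 100% of those changed 2-fold or 4-fold, among 14167 genes, and 0.0860% of the unchanged genes. Nearly all simulated genes were unchanged (11775 of 11994, and 13949 of 14167), and the spread between libraries was a chosen value. In the real data most genes passed the test, so these shares of called genes do not carry over to it. Copies of mitochondrial genes in the nuclear genome were found with BLAST+ 2.17.0 at an identity of at least 95% over at least 100 bases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out of the tests.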

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

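The tests of the shares of RNA from the other cell, of nuclear copies and scaling as sources of the mitochondrial changes, and of depth were chosen only after the results were seen. The paper's text does not discuss several groups of genes that moved against all other genes, though its enrichment figures may show related gene sets. Cholesterol synthesis genes fell in adipocytes, with 4 of 23 higher, 16 lower and 3 not passing the test (4 higher and 16 lower when adjusted over the list alone) and a median log2 change of -0.51 (camera adjusted p = 0.00662, and adjusted p = 0.23 with an estimated correlation). Those with the largest falls were Idi1 (-2.46), Dhcr24 (-1.97), Lss (-1.79) and Hmgcs1 (-1.5). Cell cycle genes rose in adipocytes, with 29 of 35 higher, 1 lower and 5 not passing the test (30 higher and 1 lower when adjusted over the list alone) and a median of 1.3 (camera adjusted p = 5.4e-06, and adjusted p = 0.267 with an estimated correlation). Ccnb2 (2.86), Top2a (2.37), Plk1 (2.31) and Cenpa (2.21) led the rise.

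In MCF7 cells, of 35 tested cell cycle genes 7 were higher, 21 were lower and 7 did not pass the test (7 higher and 22 lower when adjusted over the list alone), with a median of -0.34 (camera adjusted p = 0.00292, and adjusted p = 0.346 with an estimated correlation), the replication genes MCM3 (-2.26), MCM2 (-2.21), MCM4 (-1.87) and MCM5 (-1.79) falling most. The medians of the cell cycle list differed by 1.64 between adipocytes and MCF7 cells, with every co-culture library beyond every control library in opposite directions, and this difference was not tested. The paper reports very little effect on proliferation of tumor cells, measured with conditioned medium of adipocytes (Supplementary Fig. 3A). Targets of p53 rose in MCF7 cells, with 18 of 20 higher, 1 lower and 1 not passing the test (18 higher and 1 lower when adjusted over the list alone) and a median of 0.95 (camera adjusted p = 6.7e-06, and adjusted p = 0.104 with an estimated correlation). PMAIP1 (2.02), CDKN1A (1.55) and ZMAT3 (1.53) were among them.

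Immediate early genes of MCF7 cells rose, with 17 of 24 higher, 5 lower and 2 not passing the test (18 higher and 5 lower when adjusted over the list alone) and a median of 0.90 (camera adjusted p = 0.00292, and adjusted p = 0.184 with an estimated correlation), among them FOSL2 (2.48), FOSL1 (1.87) and IER3 (1.82). Genes of the integrated stress and unfolded protein responses mostly rose, with 19 of 28 higher, 5 lower and 4 not passing the test (19 higher and 7 lower when adjusted over the list alone) and a median of 0.46 (camera adjusted p = 0.00813, and adjusted p = 0.251 with an estimated correlation), DDIT3 (2.22), VLDLR (1.94) and GDF15 (1.8) being higher. Genes listed as targets of TGF-beta fell, with 4 of 27 higher, 18 lower and 5 not passing the test (4 higher and 18 lower when adjusted over the list alone) and a median of -0.74 (camera adjusted p = 0.00409, and adjusted p = 0.273 with an estimated correlation), BAMBI (-2.78), ID1 (-2.28) and SMAD6 (-1.8) among the falls. Activity of the pathway was not measured, and other signals may regulate the same genes.

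Of 16 tested interferon-stimulated genes of MCF7 cells, 7 were higher, 1 was lower and 8 did not pass the test (7 higher and 1 lower when adjusted over the list alone), with a median of 0.40 (camera adjusted p = 0.0494, and adjusted p = 0.346 with an estimated correlation) and rises of OAS1 (1.57), IRF9 (1.22), IRF7 (1.19) and BST2 (1.14). This call was lost without library G (adjusted p = 0.0536), H (0.0711) or J (0.098), and under quantile normalization (0.052), median scaling (0.0509), a stricter filter (0.165) and equal depth (0.0508, chosen after the results were seen), all from camera. Glucocorticoid receptor targets had a median of 0.69 (camera adjusted p = 2.8e-04, and adjusted p = 0.104 with an estimated correlation), with 17 of 22 higher, 1 lower and 4 not passing the test (17 higher and 1 lower when adjusted over the list alone).

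Messenger RNAs encoded by mitochondrial DNA fell in adipocytes, with 0 of 13 higher, 12 lower and 1 not passing the test (0 higher and 12 lower when adjusted over the list alone) and a median of -1.9 (camera adjusted p = 7.3e-04, and adjusted p = 0.358 with an estimated correlation). In MCF7 cells, of 13 tested 7 were higher, 1 was lower and 5 did not pass the test (7 higher and 1 lower when adjusted over the list alone), with a median of 0.69 (camera adjusted p = 0.017, and adjusted p = 0.768 with an estimated correlation), led by MT-ND5 (2.28), MT-ND6 (2.19), MT-ND4L (1.72) and MT-ND4 (1.69), and quantile normalization ended this call (camera adjusted p = 0.608) and that of MT-ND4 (adjusted p = 0.701 from limma). The medians differed by -2.59 between adipocytes and MCF7 cells, each co-culture library again lying beyond each control library in opposite directions, and the difference was not tested.

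The fall of mitochondrial messenger RNAs in adipocytes was weighed against scaling, depth and nuclear copies. The large fall of mt-Nd3 went with that of the other 12 mitochondrial messenger RNAs, whose median was -1.79, but it was -3.49 when summed with its nuclear copy Gm28438, so that the part beyond this may lie in how reads were divided. Under median scaling, quantile normalization and equal depth, the median closest to 0 was -1.76, which argues against scaling or depth as the cause. Reads can be assigned to nuclear copies, yet for the 6 mitochondrial genes with copies in the table the summed CPM of gene and copies had a median log2 change of -2.2, which argues against an exchange of reads with the copies. Values of single genes depend on the division of reads. That of mt-Co3 was -4.08 alone and -1.66 with its copy, and that of mt-Atp6 was -0.95 alone and -2.24 with its copy. The ribosomal RNAs mt-Rnr1 (1.16) and mt-Rnr2 (0.88) rose (under quantile normalization mt-Rnr2 did not pass), and an effect of the co-culture itself stays open as untested.

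Reads of the other cell were weighed as a source of the rises, since mouse and human cells shared a medium in a co-culture that the series' notes call direct, and in adipocytes the epithelial markers, with 1 of 4 higher, 1 lower and 2 not passing the test, had a median log2 change of 0.14 and a mean of -0.14, and Krt8 rose from 1.19 ± 0.0537 to 2.24 ± 0.453 CPM (SD, n = 3 libraries each) while KRT8 stood at 6157 CPM in MCF7 cells. The rises of 3366 genes with a human counterpart would need a median share of 49.2% of MCF7 RNA, while the 10 abundant MCF7 transcripts with the lowest levels in adipocytes relative to MCF7 cells allow 0.027% to 2.11%, and 45 of the genes need no more than the highest of these (of the 10, 3 were higher and 5 lower). In MCF7 cells the adipocyte genes, with 3 of 6 higher, 1 lower and 2 not passing the test, had a median of 0.44, PLIN1 rising (2.49), and of the 10 abundant adipocyte transcripts with the lowest levels in MCF7 cells relative to adipocytes 7 were higher, among them FBLN2 (2.16), SIK1 (1.43) and COL6A3 (1.38), and 2 lower. The rises of 3052 genes would need 49.9% against the 0.0307% to 0.995% that these transcripts allow, and 10 genes need no more than the highest of these. Reads at the shares that these transcripts allow would not account for most of the rises, though such small shares stay open, as for FBLN2, SIK1 and COL6A3. The 10 transcripts of each cell were picked as the lowest, and how readily reads align across species may differ between genes. They thus set no limit for genes whose reads align more readily, and for these the question stays open. The values cover only reads that align across species and do not count MCF7 cells in the lower chamber.

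Large changes of genes that overlap or nearly match another gene could reflect how reads were divided. The summed CPM changed by -0.10 for Rsc1a1 and Ddi2 (Ddi2 alone -0.12, and adjusted p = 0.0332 without library E and 0.0125 under quantile normalization from limma), by -0.49 for Pet117 and Kat14 and by -0.70 for P3R3URF-PIK3R3 and PIK3R3 on the log2 scale. Each partner was more than 10 times as abundant, so the sums would hardly move whether or not reads were exchanged, and a change of the gene and a change in the division of reads cannot be told apart. For H3c15 (-5.97) the partner H3c14 was not used here and no sum was computed.

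With 3 libraries against 3 there are 10 ways to split the 6 libraries of a table, too few for a share under 0.05. The real split gave 9170 changed genes in adipocytes and 9767 in MCF7 cells, 1 of the 10 splits reaching each number, and the highest of the others gave 0 in both. Every other split mixes the conditions, so the difference between conditions widens the spread within its groups. The low numbers of the other splits are thus no evidence about the real one.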

How the results depend on the processing

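No paired analysis was possible because the columns carry no shared replicate numbers. The number of genes changed stayed within 7982 to 9210 in adipocytes and 8302 to 9861 in MCF7 cells under the alternatives set in advance that keep all libraries. It was 8426 to 9400 and 8677 to 10093 with 1 library left out. A test against a fold of at least 1.5, added after the data were seen, called 3720 and 3453 genes, since it asks for a larger change. Of the 9170 genes called in adipocytes, 9088 were also called with voom weights, 8372 with median scaling and 8534 with quantile normalization, and of the 9767 in MCF7 cells 9736, 9185 and 9304 were. The alternatives that keep all libraries were run 3298 times over 308 entries of genes named in the text, and kept direction and side of the threshold in 3251 cases, with 36 calls lost, 9 gained and 2 reversed. With 1 library left out these numbers were 1816 of 1848, 28, 4 and 0. Under quantile normalization Serpinh1 in adipocytes reversed (-0.14), as did CDH1 in MCF7 cells (-0.27), and the cause was not tested.

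Among the 64 gene lists, leaving out a library kept 374 of 384 results, with 6 calls lost and 4 gained, and none reversed. Median scaling kept 61 and lost 3, and quantile normalization kept 56, lost 5 and gained 3. With an estimated correlation 0 lists were called in adipocytes, against 20, and 0 in MCF7 cells, against 13. For some of these lists the estimate lay below the preset 0.01. Examples are cholesterol synthesis (-0.03) and Stat3 targets (-0.02) in adipocytes and mesenchymal genes (0.006) in MCF7 cells. Their calls were lost all the same, so the loss does not rest on the correlation alone. The adjusted p with an estimated correlation was 0.23 for adipocyte identity, 0.23 for fatty acid oxidation, 0.358 for fatty acid uptake, 0.23 for progenitor genes, 0.23 for fibroblast genes, 0.266 for macrophage and immune markers and 0.23 for Stat3 targets in adipocytes, and 0.104 for mesenchymal and 0.126 for hypoxia-induced genes in MCF7 cells. In fry, which compares a list with no other genes, 21 lists passed in MCF7 cells, with adjusted p = 0.00198 for EMT transcription factors, 5.3e-04 for glycolysis and 8.5e-05 for TNF and NF-kB targets. Fatty acid uptake in MCF7 cells had a direction downward in camera and upward in fry (adjusted p = 0.00333), and the cause was not tested. The TNF list passed without the filter (0.0495), and its adjusted p ranged from 0.0428 to 0.0744 with 1 library left out. With Spearman in place of Pearson correlation, the gap between the lowest correlation within a condition and the highest between conditions was 0.0498 in adipocytes and 0.0460 in MCF7 cells. Genes with few counts gave unstable values, such as Rdh9, whose log2 change was 4.13 to 7.06 with 1 library left out.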

Differences from the paper's values

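In Fig. 1E and Fig. 3A all 20 and 14 log2 changes lay within the spread of the values computed here, and 24 of 30 did in Fig. 3C. Of the other 6, EFEMP2 had a log2 change of 4.41, against the paper's value of about 3.4 in Fig. 3C, read by eye, and no alternative set before the data were examined brought them together. LRRC15 was 2.85 against the paper's value of about 1.9 in Fig. 3C, read by eye, FBN2 was -2.97 against about -1.6 in Fig. 3C, read by eye, and VCAN was -2.56 against about -1.6 in Fig. 3C, read by eye. With a pseudocount of 1 CPM these 3 came to 1.62, -1.43 and -1.32, within the spread of the paper's, and VCAN also without library J (-2.19), but under no other alternative. IGFBP3 was -3.15 against about -3.4 in Fig. 3C, read by eye, and TGM2 was -3.65 against about -3.9 in Fig. 3C, read by eye, and only without library J did they come within the spread (-3.24 and -3.71).

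The other values are RT-PCR folds, whose errors the paper gives as SEM, beside folds from sequencing. Cebpa was 0.162 of control against the paper's value of about 0.28 in Fig. 1D, read by eye, Lipe was 0.274 against about 0.5 in Fig. 1D, read by eye, and Slc2a4 was 0.171 against about 0.32 in Fig. 1D, read by eye. No alternative brought these together. Rdh9 rose 37.7-fold, on few counts, against the paper's value of about 2.7 in Supplementary Fig. 2C, read by eye, and with a pseudocount of 1 CPM it was 2.33, the only alternative within the paper's range. Its mean was 0.2 ± 0.323 CPM in control and 1.77 ± 0.521 CPM in co-culture (SD, n = 3 libraries each), 2 control libraries had 0 counts, and its log2 change was 4.13 to 7.06 with 1 library left out. In MCF7 cells CD68 rose 126-fold against about 8.8 in Fig. 3D, read by eye, GADD45A rose 13.7-fold against about 3.0 in Fig. 3D, read by eye, and ENO2 rose 8.13-fold against about 2.2 in Fig. 3D, read by eye, with no alternative closing these gaps. CA9 rose 10.3-fold against about 2.6 in Fig. 3D, read by eye, and 3.6-fold with a pseudocount of 1 CPM, the only alternative that closed the gap. SNAI1 rose 3.51-fold against about 2.3 in Fig. 3D, read by eye. It came within 1.5 times that value with quantile normalization (3.38), with a pseudocount of 1 CPM (2.29) and without library G (3.38), H (3.44), K (3.33) or L (3.16), and under none of the others. CDH1 was 1.05 of control against about 0.4 in Fig. 3D, read by eye, NOX5 rose 1.59-fold against about 3.6 in Fig. 6A, read by eye, and NOXA1 was 0.976 of control against about 2.8 in Fig. 6A, read by eye, and no alternative closed any of these 3 gaps. For NOX1, which the paper reports as up-regulated in Fig. 6A, no comparison was possible, since it was not among the deposited human genes.

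The paper lists Rsc1a1 among the rising genes of Fig. 1E, while here its log2 change of 3.32 did not pass the test (adjusted p = 0.119 from limma). It passed with voom weights (3.81, adjusted p = 0.0466 from limma) and without library B (5.25, adjusted p = 0.0129 from limma), while without library C it was 0.71 (adjusted p = 0.299 from limma). The paper shows TNF signaling as enriched among the higher genes in Fig. 3B and states that glycolysis was activated in MCF7 cells, while the lists used here, which are not the paper's gene sets, did not pass in camera (adjusted p = 0.0507 and 0.262). In fry both passed (8.5e-05 and 5.3e-04), and the TNF list also passed in camera without the filter (0.0495) and without library I (0.0428), J (0.0437) or K (0.0494). In adipocytes the paper's enrichment plots show MYC targets and apoptosis as higher, while the lists used here gave camera adjusted p = 0.337 and 0.14, and in fry 0.231 and 1.9e-05, so that apoptosis passed in fry and MYC targets in neither test.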

Other observations

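The tests of glucocorticoid receptor targets without ZBTB16 and without the hypoxia genes were chosen only after the rise of ZBTB16 was seen. In adipocytes, glycolytic genes mostly rose, with 12 of 19 higher, 5 lower and 2 not passing the test (12 higher and 5 lower when adjusted over the list alone) and a median log2 change of 0.63 (camera adjusted p = 0.102), Eno2 (2.27), Gapdh (1.93) and Eno1 (1.27) rising while the insulin-regulated glucose transporter Slc2a4 fell (-2.54). The paper measured lower glucose use in adipocytes cultured with MCF7 (Fig. 1G), which gene expression does not measure. Of 12 genes of insulin signalling, 3 were higher, 6 were lower and 3 did not pass the test (3 higher and 6 lower when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.322), Pik3r1 (-1.91) and Pde3b (-1.78) falling and Grb14 rising (1.73). Collagens moved apart, with 4 of 15 higher, 8 lower and 3 not passing the test (4 higher and 8 lower when adjusted over the list alone) and a median of -0.37 (camera adjusted p = 0.31, and 0.00406 under quantile normalization), Col12a1 rising (1.91) and Col3a1 (-1.58), Col15a1 (-1.35) and Col5a3 (-1.3) falling. Of 15 metalloproteinases and inhibitors, 8 were higher, 4 were lower and 3 did not pass the test (8 higher and 4 lower when adjusted over the list alone), with a median of 0.30 (camera adjusted p = 0.318), Adamts1 rising (1.18) and Mmp13 (-2.07) and Mmp3 (-1.17) falling.

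Antioxidant genes of adipocytes fell in part, with 5 of 24 higher, 14 lower and 5 not passing the test (5 higher and 14 lower when adjusted over the list alone) and a median of -0.32 (camera adjusted p = 0.0697, with 0.0097 under quantile normalization and 0.0483 without library D), among them Slc7a11 (-2.48), Srxn1 (-1.61), Osgin1 (-1.53) and Me1 (-1.27). Hypoxia-induced genes went both ways, with 11 of 25 higher, 11 lower and 3 not passing the test (12 higher and 11 lower when adjusted over the list alone) and a median of 0.05 (camera adjusted p = 0.94), Car9 (2.32) and Adm (1.65) rising and Egln3 (-1.79) and Hk2 (-1.24) falling. Of 29 genes of the integrated stress and unfolded protein responses, 8 were higher, 10 were lower and 11 did not pass the test (8 higher and 10 lower when adjusted over the list alone), with a median of -0.11 (camera adjusted p = 0.432, and 0.0206 under quantile normalization), Gdf15 (-2.31), Slc7a5 (-1.38) and Trib3 (-1.36) falling. Of 17 p53 targets, 7 were higher, 3 were lower and 7 did not pass the test (7 higher and 3 lower when adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.311), Sesn1 (1.55), Fas (1.33) and Gadd45a (1.31) rising. Nuclear subunits of oxidative phosphorylation showed no common direction, with 16 of 43 higher, 9 lower and 18 not passing the test (15 higher and 9 lower when adjusted over the list alone) and a median of 0.12 (camera adjusted p = 0.323), Ndufs1 (-1.47), Cycs (-1.02) and Ndufa6 (0.87) being among the largest changes. Of 18 histone genes, 10 were higher, 5 were lower and 3 did not pass the test (10 higher and 5 lower when adjusted over the list alone), with a median of 1.18 (camera adjusted p = 0.14), H4c4 (2.99), H4c12 (2.76) and H3c4 (2.26) rising, and reads of such near-identical genes can be divided in more than one way.

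In MCF7 cells, lipid genes showed no common direction. Of 14 genes of fatty acid uptake, 6 were higher, 7 were lower and 1 did not pass the test (6 higher and 7 lower when adjusted over the list alone), with a median of -0.30, a mean of 0.09 and a camera adjusted p = 1, FABP6 rising (3.77) and SLC27A4 (-2.14) and ACSL4 (-1.45) falling. Of 34 genes of fatty acid oxidation, 8 were higher, 15 were lower and 11 did not pass the test (8 higher and 15 lower when adjusted over the list alone), with a median of -0.25 (camera adjusted p = 0.455), PDK4 (1.96) and CPT1C (1.48) rising and CRAT falling (-1.6). Synthesis of fatty acids and cholesterol gave 13 of 33 higher, 13 lower and 7 not passing the test (13 higher and 13 lower when adjusted over the list alone) and a median of -0.05 (camera adjusted p = 0.889), DHCR24 (-1.61), LSS (-1.31) and FASN (-1.01) falling and MSMO1 rising (1.02). Lipid droplet and lipolysis genes gave 5 of 13 higher, 4 lower and 4 not passing the test (5 higher and 4 lower when adjusted over the list alone) and a median of 0.02 (camera adjusted p = 0.867), with rises of PLIN1 (2.49), PLIN4 (1.58), MGLL (0.95) and PLIN5 (0.87).

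Of 5 tested NADPH oxidase genes and partners, 2 were higher, 1 was lower and 2 did not pass the test (2 higher and 1 lower when adjusted over the list alone), with a median of -0.04 (camera adjusted p = 0.915). NOX1 was not among the deposited human genes, so its change could not be computed. The log2 CPM of NOX5 was 0.42, 0.49 and 0.28 in libraries G, H and I and 0.81, 1.36 and 1.04 in J, K and L, a log2 change of 0.67 (standard error 0.23, adjusted p = 0.0245 from limma), and its call was lost without library G (adjusted p = 0.0566), I (0.0702) or K (0.0968), from limma. That of NOXA1 was 2.5, 2.35 and 2.63 in libraries G, H and I and 2.46, 2.5 and 2.4 in J, K and L (log2 change -0.04 (standard error 0.13, adjusted p = 0.821 from limma)), that of CYBA was 6.98, 6.91 and 7.15 in libraries G, H and I and 5.54, 5.81 and 6.11 in J, K and L (log2 change -1.19 (standard error 0.14, adjusted p = 6.5e-05 from limma)), that of RAC1 was 8.51, 8.54 and 8.56 in libraries G, H and I and 8.98, 8.77 and 8.69 in J, K and L (log2 change 0.27 (standard error 0.087, adjusted p = 0.0193 from limma), a call lost without G, 0.0755, or H, 0.0611, and under quantile normalization, 0.254) and that of NCF2 was 0.38, 0.38 and 0.26 in libraries G, H and I and 0.11, -1.04 and -0.40 in J, K and L (log2 change -0.79 (standard error 0.34, adjusted p = 0.0637 from limma), which passed without J (0.0145), with no intensity trend (0.04), voom weights (0.039), quantile normalization (0.0428) and a pseudocount of 1 CPM (0.0489), and came to -0.49 without K). Of 30 antioxidant genes, 14 were higher, 10 were lower and 6 did not pass the test (14 higher and 10 lower when adjusted over the list alone), with a median of 0.27 (camera adjusted p = 0.655), HMOX1 (1.63) and OSGIN1 (1.56) rising and GPX2 falling (-1.8). Subunits of oxidative phosphorylation gave 14 of 46 higher, 16 lower and 16 not passing the test (14 higher and 16 lower when adjusted over the list alone) and a median of -0.01 (camera adjusted p = 0.867), with UQCRB (1.19), COX6C (1.11), NDUFA9 (-0.97) and NDUFS4 (0.94). JAK-STAT3 targets gave 7 of 18 higher, 7 lower and 4 not passing the test (7 higher and 7 lower when adjusted over the list alone) and a median of 0.00 (camera adjusted p = 0.867), PIM1 (1.89), LIF (1.61) and IL6R (1.53) rising and IL6ST falling (-1.2). Luminal and estrogen receptor targets gave 12 of 29 higher, 11 lower and 6 not passing the test (12 higher and 13 lower when adjusted over the list alone) and a median of -0.04 (camera adjusted p = 1), SERPINA1 (2.39) and TFF1 (2.37) rising and PDZK1 falling (-1.83). Targets of cyclic AMP gave 6 of 10 higher, 3 lower and 1 not passing the test (6 higher and 3 lower when adjusted over the list alone) and a median of 0.91 (camera adjusted p = 0.186), SIK1 (1.43) and AREG (1.24) rising (SIK1 not without library I, adjusted p = 0.0515 from limma) and NR4A3 falling (-1.36). SIK1 stood at 0.861 CPM in MCF7 alone, 2.07 in co-culture and 399 in adipocytes, so a small share of adipocyte reads stays open for it. Of 23 fibroblast, endothelial and immune markers only COL3A1 (0.01) and COL1A1 (0.22) were found among the deposited genes, and neither passed, though COL1A1 did without library L (adjusted p = 0.045 from limma) and under median scaling (0.0384) and quantile normalization (0.0366).

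Several lists that did not pass in camera passed in fry, which asks whether the members on average moved from 0 and compares them with no other genes. A pass in fry does not mean that the members share a direction. JAK-STAT3 targets in MCF7 cells passed with 7 higher and 7 lower. In adipocytes the adjusted p from fry was 0.00218 for antioxidant genes, 0.00943 for collagens, 0.0309 for glycolysis, 0.00527 for insulin signalling, 9.4e-04 for metalloproteinases and inhibitors, 1.0e-04 for p53 targets and 1.6e-04 for histone genes. In MCF7 cells it was 0.00198 for EMT transcription factors, 0.0012 for antioxidant genes, 1.3e-04 for targets of cyclic AMP, 0.0151 for JAK-STAT3 targets and 0.00122 for adipocyte genes.

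TXNIP and ARRDC4, arrestin-related genes induced by glucose, rose in both cells, TXNIP from 306 ± 8.82 to 2149 ± 70.2 CPM in MCF7 cells (mean ± SD, n = 3 libraries each) and ARRDC4 with a log2 change of 2.48. This pair was chosen after its values were seen. Among 9290 genes with the same symbol in both tables, 4913 changed in both cells, 1268 higher in both, 1535 lower in both, 1031 higher in adipocytes and lower in MCF7 cells and 1079 the opposite. Under median scaling 1658 were higher in both and 1127 lower in both. The direction was the same for 57.1%, an odds ratio of 1.75 (Fisher's exact test, p = 2.6e-22), and the odds ratio was 1.65 to 1.82 under the alternatives set in advance. A minimum fold of 1.5, added after the data were seen, left 637 genes changed in both, 67.3% in the same direction (odds ratio 4.15). Genes are not independent replicates, and the cells and species differ.

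ZBTB16 and PER1 (2.56) are induced by glucocorticoids, and dexamethasone was part of the medium in which the adipocytes had been differentiated before co-culture. The hypothesis is that glucocorticoid receptor activity was higher in co-cultured MCF7 cells. Without ZBTB16, 16 of the other 21 tested targets were higher and 1, SGK1 (-0.75), was lower, with a median log2 change of 0.69 (camera p = 1.2e-04, and p = 0.0135 with an estimated correlation, neither adjusted). Over all lists the call of the whole list was lost with an estimated correlation (adjusted p = 0.104). With ZBTB16 at its lower bound the median stays as without it to 2 decimals. Of these targets, 9 also belong to another list, 2 of them to the hypoxia list. Without the hypoxia genes, camera over the remaining 19 genes gave p = 2.0e-04, and p = 0.0260 with an estimated correlation, again not adjusted. The unadjusted values are consistent with the hypothesis, FKBP5 (1.27), KLF9 (1.54), TSC22D3 (0.69), ERRFI1 (2.4) and ANGPTL4 (2.37) being higher, but residual dexamethasone was not measured and other inducers may raise the same genes.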
